# An extra-erythrocyte role of haemoglobin body in chondrocyte hypoxia adaption

**DOI:** 10.1038/s41586-023-06611-6

**Published:** 2023-10-04

**Authors:** Feng Zhang, Bo Zhang, Yuying Wang, Runmin Jiang, Jin Liu, Yuexian Wei, Xinyue Gao, Yichao Zhu, Xinli Wang, Mao Sun, Junjun Kang, Yingying Liu, Guoxing You, Ding Wei, Jiajia Xin, Junxiang Bao, Meiqing Wang, Yu Gu, Zhe Wang, Jing Ye, Shuangping Guo, Hongyan Huang, Qiang Sun

**Keywords:** Cartilage development, Mechanisms of disease, Cell death

## Abstract

Although haemoglobin is a known carrier of oxygen in erythrocytes that functions to transport oxygen over a long range, its physiological roles outside erythrocytes are largely elusive^1,2^. Here we found that chondrocytes produced massive amounts of haemoglobin to form eosin-positive bodies in their cytoplasm. The haemoglobin body (Hedy) is a membraneless condensate characterized by phase separation. Production of haemoglobin in chondrocytes is controlled by hypoxia and is dependent on KLF1 rather than the HIF1/2α pathway. Deletion of haemoglobin in chondrocytes leads to Hedy loss along with severe hypoxia, enhanced glycolysis and extensive cell death in the centre of cartilaginous tissue, which is attributed to the loss of the Hedy-controlled oxygen supply under hypoxic conditions. These results demonstrate an extra-erythrocyte role of haemoglobin in chondrocytes, and uncover a heretofore unrecognized mechanism in which chondrocytes survive a hypoxic environment through Hedy.

## Abstract (web summary)

Haemoglobin produced by chondrocytes forms eosin-positive haemoglobin bodies in their cytoplasm, and deletion of these bodies causes severe hypoxia.

## Main

O_2_ is an indispensable metabolic substrate for numerous reactions and essential for cell survival^3–5^. The oxygen supply to most mammalian cells is dependent on the continuous delivery of O_2_ through the vascular system by haemoglobin in red blood cells (RBCs). By contrast, cartilage tissue is uniquely avascular, and the oxygen required by chondrocytes within cartilages diffuses from the surrounding tissue^6^. During embryonic development, fetal growth plates expand in the absence of blood vessels, leading to enhanced hypoxia in the centre of the cartilage mould^7,8^. However, the mechanism in which chondrocytes adapt to the hypoxic environment remains largely unknown^6^.

With a limited oxygen supply, chondrocytes mainly rely on glycolysis rather than mitochondrial oxidative phosphorylation to produce energy, which is controlled by the hypoxia-induced factor (HIF) signalling pathway^9,10^. Deletion of the gene encoding HIF1α, a key player of HIF signalling, unfreezes mitochondrial oxidative phosphorylation and increases oxygen consumption, resulting in severe hypoxia and massive chondrocyte death^9,10^. Therefore, sustained activation of hypoxia signalling at a proper level is essential for the survival of cartilage cells. However, it is unclear how chondrocytes manage to maintain intracellular oxygen homeostasis. Here we provided evidence that, in response to hypoxia, chondrocytes produced large quantities of haemoglobin to form membraneless bodies (termed Hedy in this study) within their cytoplasm, which is essential for the survival of chondrocytes in the avascular fetal growth plate under a hypoxic environment.

## Eosin-positive structure in chondrocyte

When carefully checking the cartilage growth plates of neonatal mice, we observed a type of eosin-positive structure in the hypertrophic chondrocytes. The size and shape of the structures were similar to those of RBCs in the bone marrow as confirmed by scanning electron microscopy (Fig. 1a). The eosin-positive structures were also detected in the hypertrophic chondrocytes of other cartilaginous tissues, such as the ribs and calcaneus of mice (Fig. 1b). In addition to hypertrophic chondrocytes, these structures were also present in the chondrocytes from the resting and proliferative zones of mouse cartilage, although they were irregular (Fig. 1c). Moreover, similar structures were detected in human cartilage (Fig. 1d). Thus, the eosin-positive structure might be a common feature of chondrocytes irrespective of the source and species.

**Fig. 1:**
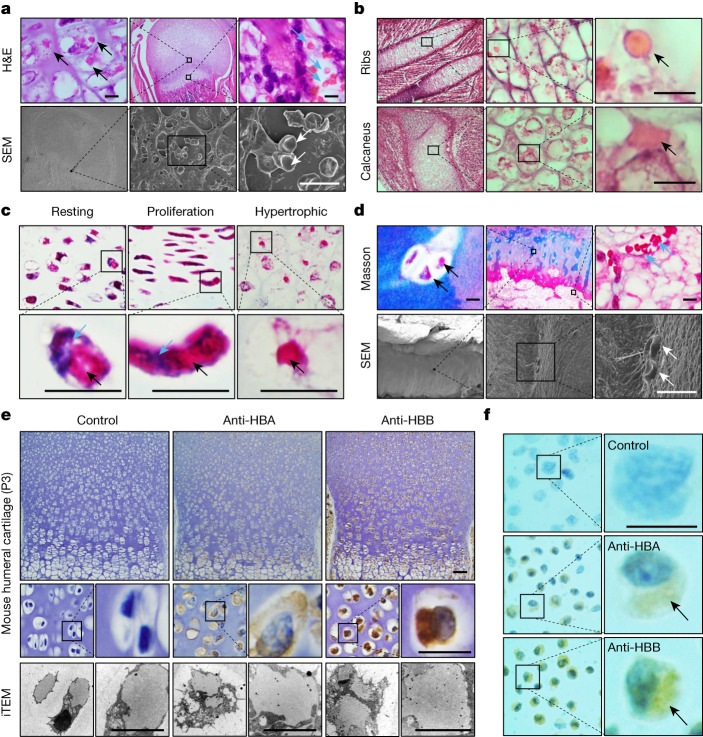
Eosin-positive structures consisting of haemoglobin in the cartilaginous tissues. **a**, Haematoxylin and eosin (H&E) staining indicate eosin-positive structures (black arrows) in the hypertrophic chondrocytes of the cartilaginous growth plate of P7 mice (zoomed-in images of the middle and right top panels), which were confirmed by scanning electron microscopy (SEM) (white arrows; bottom panels). The blue arrows indicate RBCs in the bone marrow. Scale bars, 10 μm. **b**, The eosin-positive structures (black arrows) in hypertrophic chondrocytes of ribs (top panels) and calcaneus (bottom panels) of E15.5 mice. Scale bars, 10 μm. **c**, The presence of eosinophilic structures (black arrows) in chondrocytes of the resting, proliferative and hypertrophic zones of growth plates from E18.5 mice by Masson trichrome staining. The blue arrows indicate nuclei. Scale bars, 10 μm. **d**, The presence of eosinophilic structures (black arrows) in the non-hypertrophic zone of femoral articular cartilage from a man 16 years of age (zoomed-in images of the middle and right top panels), which were confirmed by SEM (white arrows; bottom panels). The blue arrows indicate RBCs in the bone marrow. Scale bars, 10 μm. **e**, Immunohistochemistry (top panels) and immunoelectron microscope staining (iTEM; bottom panels) of HBA and HBB in mouse humeral cartilage from P3 mice. Scale bars, 50 μm (top and middle row panels) and 5 μm (iTEM). **f**, The expression of HBA and HBB in chondrocytes isolated from P7 mouse humeral cartilage as detected by immunohistochemistry staining. The black arrows indicate haemoglobin. Scale bar, 50 μm.

## Haemoglobin body in chondrocyte

To determine the components of the eosin-positive structures, laser-based microdissection was performed on the hypertrophic chondrocytes from the cartilage of 6 day postnatal (P6) mice, followed by mass spectrometry (Extended Data Fig. 1a,c). To our surprise, the top hits were predominantly the haemoglobin-β subunit (HBB) (Extended Data Fig. 1b). This was in agreement with SDS–PAGE results that indicated that the chondrocytes contained a considerable amount of protein that shifted at a rate similar to haemoglobin in RBCs (Extended Data Fig. 1d). Mass spectrometry and western blot confirmed the presence of the HBB and the haemoglobin-α subunit (HBA) (Extended Data Fig. 1e–h). 

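Poly(A) RNA of knee joint cartilage from mice at postnatal day 6 was sequenced from 3 WT and 3 *Hbb*-cKO libraries, the latter with *Hbb* deleted conditionally in chondrocytes. The deposited table holds whole-number counts, not normalized by the authors, for 55487 genes. The submitters' processing notes name CASAVA 1.8, fastp 0.19.5, HISAT2 2.1.0, StringTie and edgeR, and the settings used for counting are not given in the sources used here. Gene positions in the table equalled those of GENCODE M21 on GRCm38 for 54907 of the 55227 identifiers found in that annotation. Total counts were 16544800, 16962959 and 17475496 in the WT libraries and 17405688, 19984683 and 20969914 in the *Hbb*-cKO libraries. From these counts, library sizes were scaled by TMM, 17175 genes were kept by edgeR's expression filter, and *Hbb*-cKO was compared with WT by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Levels are given as CPM (counts scaled to the normalized library size), mean ± s.e.m. over n = 3 libraries. Collagen genes of cartilage and of other connective tissue led the WT libraries, with *Col2a1* at 25895 ± 2031 CPM and *Col1a1* at 21860 ± 878 CPM. The skeletal muscle genes *Acta1* and *Myh8* ranked 4 and 9, at 13734 ± 1851 and 7767 ± 1988 CPM. *Xist*, transcribed from the inactive X chromosome of females, and 4 Y-linked genes differed between the libraries. WT replicates 1 and 2 held no Y-linked counts and 10430 and 8739 counts of *Xist*, whereas *Hbb*-cKO replicate 2 held 6 counts of *Xist* and 2907 Y-linked counts. The other libraries held both, with 2725 counts of *Xist* and 2109 Y-linked counts in WT replicate 3, 5052 and 1010 in *Hbb*-cKO replicate 1, and 8079 and 1242 in *Hbb*-cKO replicate 3. How many mice a library represents is not given in the sources used here, so p-values measure the spread between libraries.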

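In WT knee joint cartilage at P6, the adult α-globin genes *Hba-a1* and *Hba-a2* and the adult β-globin genes *Hbb-bs* and *Hbb-bt* were among the most abundant transcripts. The α-globin transcripts summed to 13336 ± 3827 CPM and the β-globin transcripts to 12057 ± 2864 CPM (n = 3). The ratio of HBA to HBB counts was 1.16, 1.13 and 0.919 in the 3 WT libraries, with a mean of 1.07 ± 0.0770. The libraries thus lay on both sides of 1, and 3 libraries are too few for an exact test of this ratio. *Hba-a1* ranked 7, *Hbb-bt* 10, *Hbb-bs* 14 and *Hba-a2* 49 among all genes by mean CPM. *Hba-a1* took 87.1 ± 0.343% of the α-globin counts and *Hbb-bs* took 39.8 ± 0.943% of the β-globin counts. On GRCm38, *Hba-a1* (ENSMUSG00000069919) lies on the plus strand of chromosome 11 from 32283511 to 32284465, and *Hba-a2* (ENSMUSG00000069917) from 32296489 to 32297298. *Hbb-bt* (ENSMUSG00000073940) lies on the minus strand of chromosome 7 from 103812524 to 103813996, and *Hbb-bs* (ENSMUSG00000052305) from 103826534 to 103828096. The copies are so similar that 65.8% of the 50-base windows of the *Hbb-bs* transcript also occur in *Hbb-bt*, and 67.5% of those of *Hba-a1* in *Hba-a2*, so that the split of counts between copies is uncertain and the sums were used. Globin counts made up 3.67%, 2.58% and 1.32% of all counts in WT replicates 1, 2 and 3. *Alas2*, the erythroid enzyme of haem synthesis, was also present at 317 ± 87.2 CPM. The paper's text does not name the libraries behind its RNA sequencing statement, and the tissue was counted as a whole, so these values cannot be assigned to chondrocytes or to blood cells.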

RNA sequencing and quantitative proteomic analysis showed that the two haemoglobin subunits were not equivalently expressed, with HBB expressed more than HBA at the protein level (HBA:HBB ≈ 3:5) (Extended Data Fig. 1i–k). Next, the expression of haemoglobin in chondrocytes was examined in situ by immunohistochemistry and immunoelectron microscope staining of mouse humeral cartilage as shown in Fig. 1e, which indicated a clear pattern of cytoplasmic staining for both HBA and HBB. Similar results were obtained in chondrocytes isolated from mouse cartilage (Fig. 1f). Together, these results demonstrated that chondrocytes of cartilaginous tissue produced a massive amount of haemoglobin, mainly HBB, to form a kind of cytoplasmic eosin-positive structure that we call Hedy hereafter.

## Phase separation of haemoglobin

To further explore the nature of Hedy, transmission electron microscopy analysis was performed. As shown in Fig. 2a, the Hedy structure was clearly a type of membraneless condensate isolated in the cytoplasm of chondrocytes. Consistently, hyposmotic rupture of the chondrocytes led to the release of the eosin-positive structure as an isolated individual body (Fig. 2b). Next, we set out to test whether the formation of Hedy was a result of protein condensation by phase separation. Expression of *Hbb* alone, or together with *Hba*, gave rise to cytoplasmic condensates (also termed foci) in different cell lines (Fig. 2c,d and Extended Data Fig. 2a). The foci were not enriched in lipid and nucleic acids as indicated by fluorescent staining (Extended Data Fig. 2b,c). Taking HBB as an example, we explored the characteristics of the cytoplasmic foci. Timelapse microscopy demonstrated that these foci readily fused with each other (Fig. 2e) and rapidly recovered from photobleaching in cells (Fig. 2f,g), suggesting a dynamic nature of the foci resembling that of protein condensates by phase separation. The characteristics of liquid droplet formation were validated in vitro with purified untagged HBB protein (Extended Data Fig. 3a–d) and GFP-tagged protein as well (Supplementary Fig. 2a,b). Moreover, these cytoplasmic condensates were not enclosed with a bi-leaflet membrane as determined by correlative light electron microscopy and immunoelectron transmission microscopy (Fig. 2h and Extended Data Fig. 4a–j). Sequence analysis identified two short intrinsically disordered regions (IDRs), which are often enriched in phase-separating proteins^11,12^, located at the N terminus and C terminus of HBB, respectively. Truncation of either the C-terminal IDR or both IDRs, but not the N-terminal IDR alone, markedly suppressed the formation of cytoplasmic foci. An A139P mutation in the C-terminal IDR, a causal mutation linked to β-thalassaemia^13^, also significantly compromised foci formation in cultured cells with essentially no effect on the protein expression level (Fig. 2i–k and Supplementary Fig. 2c). These mutations impaired, but did not completely prevent, condensation of HBB in vitro (Extended Data Fig. 3e,f). Thus, the C-terminal IDR of HBB was required for the effective formation of the cytoplasmic condensate. Together, these data fit well with the idea that phase separation of haemoglobin promoted Hedy formation.

**Fig. 2:**
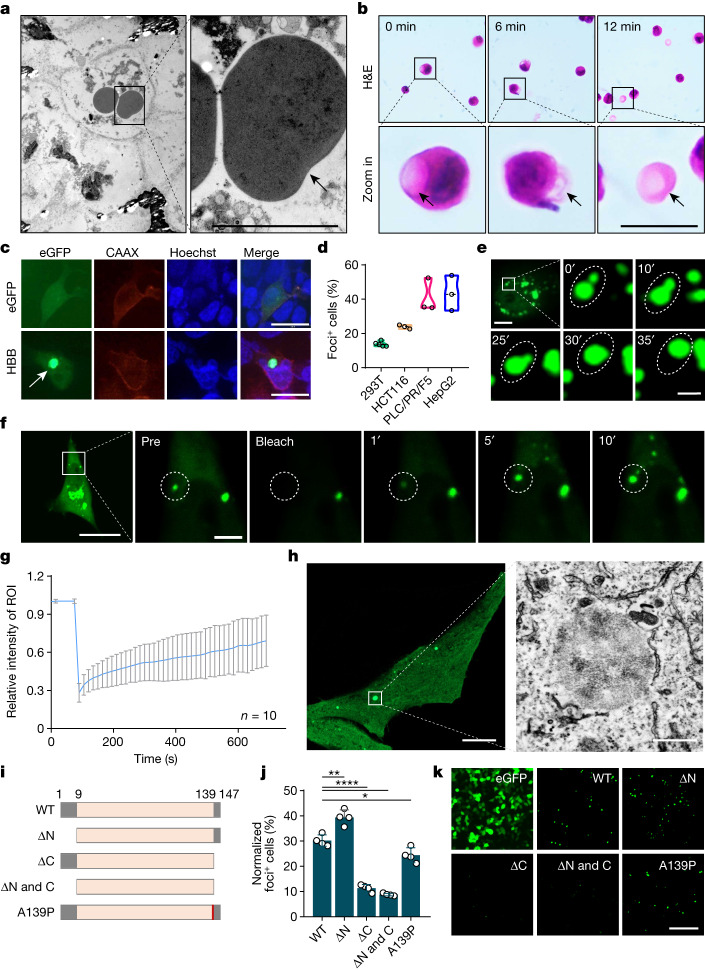
Phase separation promotes Hedy formation. **a**, Transmission electron microscopy showed the condensate structures (black arrow) in the cytoplasm of hypertrophic chondrocytes from the growth plates of E14.5 mice. Scale bar, 5 μm. **b**, Hyposmotic rupture by ddH_2_O incubation led to the release of the eosin-positive structures (black arrows) from the humeral cartilage chondrocytes of P7 mice. Scale bar, 10 μm. **c**, Representative images of eGFP and HBB–eGFP expressed in 293T cells. CAAX in red indicates the cell membrane. Hoechst in blue indicates cell nuclei. The arrow indicates foci formed by HBB–eGFP. Scale bars, 20 μm. **d**, Quantification of foci formation in different cell lines. Data are mean ± s.d. of 3 or more fields with more than 300 cells analysed each. **e**, Image sequence shows an example of fusion of two HBB–eGFP foci. Scale bars, 10 μm (original view) and 2 μm (zoomed-in views). **f**, Image sequence shows an example of the fluorescence recovery after photobleaching experiment of HBB–eGFP foci. Scale bars, 10 μm (original view) and 5 μm (zoomed-in views). **g**, Quantification of fluorescence recovery after photobleaching data (mean ± s.e.m.; *n* = 10 experiments) for HBB–eGFP foci. ROI, region of interest. **h**, Fluorescence (left) and electron transmission microscopic (right) images of HBB–eGFP condensate by correlative light and electron microscopy. Scale bars, 10 μm (left) and 500 nm (right). **i**, Schematic demonstration of *Hbb* mutants with truncations in single or combined disorder motifs (grey boxes) (∆N, ΔC, and ΔN and ΔC), or with a point mutation of A139P (red bar). **j**,**k**, Quantification (**j**) and representative images (**k**) of foci formation of the indicated HBB–eGFP mutants in 293T cells. *n* > 200 cells over 3 biologically independent experiments. Error bars represent s.e.m. *P* values were calculated using two-tailed Student’s *t*-test (**j**). *P < 0.05, **P < 0.01 and ****P < 0.0001. Scale bar, 200 μm. Source data

## Globin switching in cartilage

The mouse α-globin gene locus contains an embryonic ζ-globin and two fetal/adult α-globin genes (*Hba1* and *Hba2*). The mouse β-globin locus has four genes in the order of 5′-εy-globin-β_h1_ globin (embryonic)-*Hbb*-*bs* (β_maj_)-*Hbb-bt* (β_min_) (fetal/adult)-3′ (Fig. 3i). During development, ζ-globin, εy-globin and β_h1_-globin are embryonically expressed in primitive erythrocytes (embryonic day 7.5 (E7.5)–E14.5), and their expression is silenced in definitive erythrocytes that express α-globins and β-globins at the fetal and adult stages of development^14,15^, a process called globin switching^14,16,17^. To examine whether globin switching occurred in cartilage, quantitative PCR with reverse transcription (RT–qPCR) was performed on cartilage of different developmental stages. The results showed that the embryonic ζ-globin, εy-globin and β_h1_-globin were highly expressed in the chondrocytes of early embryonic (E14.5) fetal growth plates (Fig. 3a), but sharply decreased to an undetectable level in the chondrocytes of late fetal and adult growth plates (E18.5 and P7) (Fig. 3a). By contrast, the fetal/adult α-globin and β-globin were expressed minimally in E14.5 fetal growth plates, but highly in the growth plates of E18.5 and P7 mice (Fig. 3a). Therefore, globin switching also occurred in the developing cartilage in a way resembling that during the erythroid development.

**Fig. 3:**
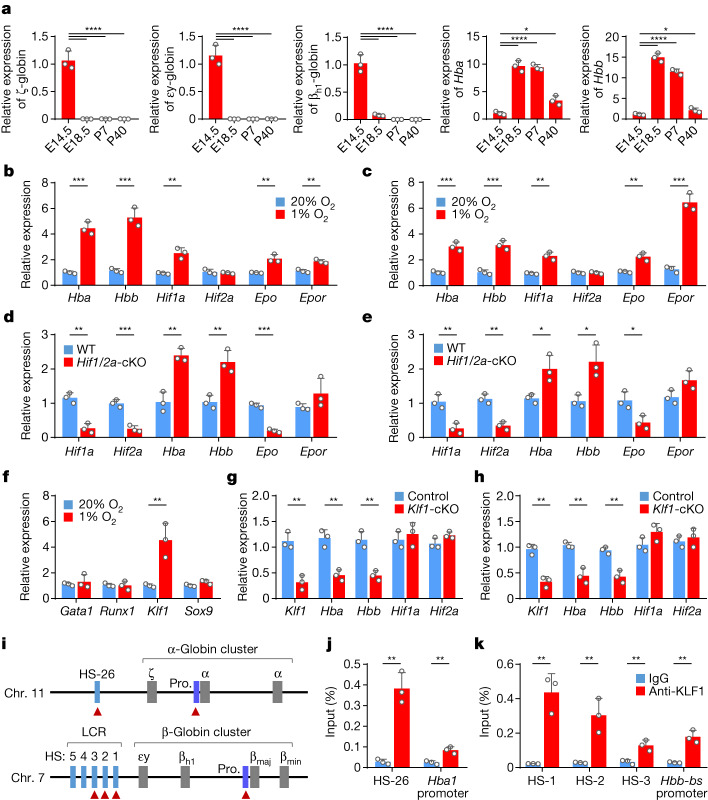
Globin switching and expression regulation of haemoglobin in chondrocytes. **a**, Expression of haemoglobin in cartilages from mice at different developmental stages by RT–qPCR. *P = 0.0104 (*Hba*) and 0.0179 (*Hbb*), and ****P < 0.0001. **b**,**c**, Expression level of the indicated genes in 4-day in vitro cultured cartilaginous tissues (**b**) and primary chondrocytes culture for 12 h (**c**). For panel **b**, ***P = 0.0003 (*Hba*), ***P = 0.0007 (*Hbb*), **P = 0.0029 (*Hif1a*), *P* = 0.5285 (*Hif2a*), **P = 0.0042 (*Epo*) and **P = 0.0030 (*Epor*). For panel **c**, ***P = 0.0007 (*Hba*), ***P = 0.0008 (*Hbb*), **P = 0.0016 (*Hif1a*), *P* = 0.8062 (*Hif2a*), **P = 0.0031 (*Epo*) and ***P = 0.0002 (*Epor*). **d**,**e**, Expression of the indicated genes in primary cultured chondrocytes upon conditional knockout (cKO) of both *Hif1a* and *Hif2a* (*Hif1/2a*) in either 20% (**d**) or 1% (**e**) O_2_ for 6 h. For panel **d**, **P = 0.0017 (*Hif1a*), ***P = 0.0009 (*Hif2a*), **P = 0.0027 (*Hba*), **P = 0.0067 (*Hbb*), ***P = 0.0001 (*Epo*) and *P* = 0.1996 (*Epor*). For panel **e**, **P = 0.0065 (*Hif1a*), **P = 0.0018 (*Hif2a*), *P = 0.0236 (*Hba*), *P = 0.0198 (*Hbb*), *P = 0.0270 (*Epo*) and *P* = 0.0671 (*Epor*). **f**, Expression of the indicated genes in the primary chondrocyte culture in 20% or 1% O_2_ for 6 h. **P = 0.0098 (*Klf1*). **g**,**h**, Expression of the indicated genes in primary cultured chondrocytes upon cKO of *Klf1*^*−*^ in either 20% (**g**) or 1% (**h**) O_2_ for 6 h. For panel **g**, **P = 0.0030 (*Klf1*), **P = 0.0030 (*Hba*), **P = 0.0031 (*Hbb*), *P* = 0.5240 (*Hif1a*) and *P* = 0.0919 (*Hif2a*). For panel **h**, **P = 0.0014 (*Klf1*), **P = 0.0031 (*Hba*), **P = 0.0031 (*Hbb*), *P* = 0.1152 (*Hif1a*) and *P* = 0.5463 (*Hif2a*). **i**, Schematic loci of mouse globin. β_maj_, β_major_; β_min_, β_minor_; Chr., chromosome; HS, DNase I hypersensitive site; LCR, locus control region; pro., promotor. The red triangles indicate KLF1-binding sites. **j**,**k**, ChIP–qPCR results for KLF1 binding to the LCR and promoters of α-globin (**j**) and β-globin (**k**) loci in chondrocytes. *P* = 0.0014 (HS26), 0.0052 (*Hba*1-pro), 0.0027 (HS-1), 0.0087 (HS-2), 0.0078 (HS-3), 0.0023 (*Hbb*-*bs*-Pro). *n* = 3 biologically independent experiments (**c**–**h**,**j**,**k**) or samples (**a**,**b**). All error bars represent s.e.m. *P* values were calculated using one-way ANOVA test (**a**) or two-tailed Student’s *t*-test (**b**–**h**,**j**,**k**); adjustment was not made for multiple comparisons. Source data

## Regulation of haemoglobin in chondrocyte

Hypoxia is an established inducer of haemoglobin expression. To test whether the mechanism also works in chondrocytes, we examined the transcription of *Hba* and *Hbb* in cultured cartilaginous tissue under hypoxic environments. As expected, the mRNA levels of *Hba* and *Hbb* were upregulated upon hypoxia (Fig. 3b), which was confirmed in primary chondrocytes (Fig. 3c). Meanwhile, transcription of *Hif1a*, *Epo* and *Epor*, but not *Hif2a*, was induced as well (Fig. 3b,c). To test whether the haemoglobin expression was regulated by HIF signalling, a major pathway activated by hypoxia, we examined the mRNA levels of *Hba* and *Hbb* in *Hif1a*-deleted and *Hif2a-*deleted chondrocytes. Consistent with previous reports^18–20^, homozygous deletion of *Hif1a* in chondrocytes, but not *Hif2a*, resulted in massive cell death in the centre of the cartilaginous growth plate (Extended Data Fig. 5a–g). Knockout of *Hif1a* and *Hif2a*, either alone or in combination, reduced *Epo* expression in primary cultured chondrocytes and fetal growth plates under both normoxic and hypoxic conditions (Fig. 3d,e and Extended Data Fig. 5h–m). However, the expressions of *Hba* and *Hbb* were unexpectedly induced upon knockout of *Hif1a* and/or *Hif2a* (Fig. 3d,e and Extended Data Fig. 5h–m), which was further confirmed by the results from chemical inhibition of HIF1α by GN44028 and HIF2α by PT2385 or PT2399, and from chemical activation of HIF1α and HIF2α by IOX2, roxadustat and DMOG (Extended Data Fig. 6a–l). These results suggest that hypoxia was unlikely to promote haemoglobin expression in chondrocytes via HIF1/2α.

## KLF1 mediates haemoglobin expression

We next examined the expression of KLF1, RUNX1 and GATA1, the transcription factors critical for erythropoiesis^21–23^, under hypoxic stress. Hypoxia significantly promoted the transcription of *Klf1*, but not of *Runx1* or *Gata1*, in the primary chondrocytes (Fig. 3f). KLF1 has been previously reported to be essential for globin switching^24,25^, and its deletion resulted in β-thalassaemia in mice^26,27^. We therefore examined its regulation on haemoglobin expression. Conditional knockout or short interfering RNA-mediated knockdown of *Klf1* significantly reduced the expression of *Hba* and *Hbb* in primary chondrocytes, as well as ATDC5 chondrocyte cells (Fig. 3g,h, Extended Data Fig. 7a–f and Supplementary Figs. 3 and 4). In agreement with the results, chromatin immunoprecipitation (ChIP)–qPCR results showed that KLF1 directly bound the locus control region enhancer and promoter regions of both the α-globin and the β-globin gene loci in chondrocytes (Fig. 3i–k). Therefore, these results support that KLF1 could mediate hypoxia-induced *Hba* and *Hbb* expression in chondrocytes.

Consistent with a nonessential role of the HIF signalling pathway in chondrocyte haemoglobin regulation by hypoxia, conditional knockout of *Hif1a* and *Hif2a*, either alone or in combination, did not compromise *Klf1* expression. Instead, it resulted in a significant upregulation of *Klf1* under both normoxic and hypoxic conditions (Extended Data Fig. 8a–f). A recent study has reported a novel HIF-independent gene regulation, in which hypoxia-mediated inactivation of KDM5A, an oxygen-dependent dioxygenase that epigenetically regulates gene expression via its JmjC-histone demethylase^28^, was able to mediate the upregulation of *Klf10* by increasing the genomic H3K4me3 level^29^. Coincidently, bioinformatics analysis identified an H3K4me3 modification region within genes of *Klf1*, but not within *Hba* and *Hbb* (Supplementary Fig. 5), suggesting *Klf1* as a potential target of hypoxia via KDM5A. In agreement with this notion, knockdown of *Kdm5a*, but not its close family member *Kdm5b*, significantly increased *Klf1* expression even under normoxic conditions (Extended Data Fig. 8g–j), which was associated with increased H3K4me3 modifications of the *Kif1* locus, but not that of the *Bap1* negative control, as shown by ChIP–qPCR analysis (Extended Data Fig. 8k,l).

## Chondrocyte survival requires Hedy

We then investigated the role of haemoglobin in cartilage development by using gene knockout mice. E14.5 mouse embryos with a homozygous deletion of *Hba* or *Hbb* were noticeably smaller than their heterozygous or wild-type (WT) littermates. Skeleton and histological assays indicated a mild delay of cartilage hypertrophy with few pattern defects in the homozygous mice compared with their heterozygous or WT littermates (Supplementary Fig. 6a–h). However, all embryos became hydropic and died at approximately E16.5–E18.5, whereas the heterozygous mice were fertile with few skeletal defects at E14.5 or E18.5 (Supplementary Fig. 7a–e). Furthermore, at P5, massive cell death occurred in the inner zones of developing growth plates as detected by histological examination and TUNEL assays (Fig. 4a and Supplementary Fig. 7f), which resembled the phenotype of *Hif1a* deletion in cartilage^9,10^ (Extended Data Fig. 5d).

**Fig. 4:**
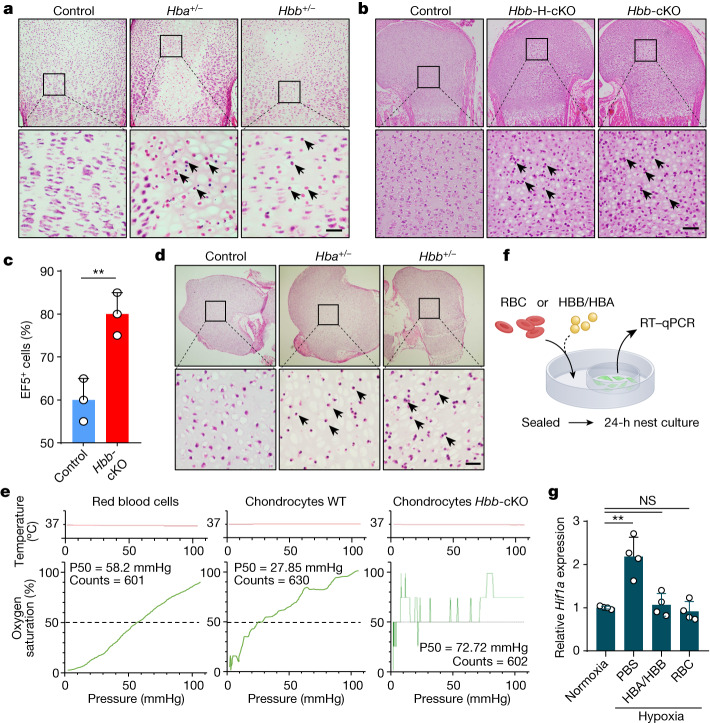
Haemoglobin is essential for chondrocyte hypoxia adaption and survival of the fetal cartilage. **a**, Histological examination of proximal humeral cartilages from P5 mice of different genotypes. The arrows indicate dead chondrocytes. Scale bar, 50 μm. *n* = 6 biologically independent samples. **b**, Histological images of proximal humerus from newborn mice upon cKO of the *Hbb* gene. Control: *Hbb*^+/+^/*Col2a1*-*Cre*^*ERT2*^ mice, *Hbb*-H-cKO: *Hbb*^F/+^/*Col2a1-Cre*^*ERT2*^ mice (heterozygous deletion), and *Hbb-*cKO: *Hbb*^F/F^/*Col2a1-Cre*^*ERT2*^ mice. The arrows indicate dead chondrocytes. Scale bar, 50 μm. *n* = 6 biologically independent samples. **c**, Quantification of EF5-positive cells in cartilages from WT and *Hbb-*cKO mice. *n* = 3 biologically independent samples for each. Error bars represent s.e.m. **P = 0.0080. **d**, Histological examination of cartilages of E18.5 mice cultured in vitro under hypoxia (1% O_2_) for 3 days. Black arrows indicate the dead chondrocytes. Scale bar, 50 μm. **e**, Oxygen dissociation curves of RBCs, WT and *Hbb*-cKO chondrocytes. The chondrocytes of *Hbb-*cKO displayed poor oxygen-binding capability as indicated by the fluctuated curve. Counts indicate the measurement time (in seconds), the horizontal grey lines indicate oxygen partial pressures in the environment of chondrocytes. **f**, Schematic diagram of the nest co-culture experiment, in which the hypoxia-responsive cells were cultured in the inner dish, whereas the RBCs or the haemoglobin condensates were placed in the outer dish that was sealed for 24 h to create hypoxic conditions. **g**, Expression of *Hif1a* under the indicated conditions of nest co-culture as examined by qPCR. The data are mean ± s.e.m. of triplicate experiments; two-sided Student’s *t*-test was used for the data analysis, and adjustment was not made for multiple comparisons. **P = 0.0019 (phosphate-buffered saline), *P* = 0.6454 (HBA/HBB) and *P* = 0.4890 (RBC). NS, not significant. Source data

To confirm our findings from the complete knockout mouse model, mice with *Hbb*-floxed loci were crossed with *Prx1*-*Cre* mice, where the expression of *Cre* was driven by the *Prx1* promoter, which allows conditional gene deletion in mesenchymal cells and chondrocytes (Supplementary Figs. 8 and 9a–c). The neonatal mice with homozygous *Hbb* deletion died within 1–7 days after birth, whereas the heterozygous *Hbb* mice survived to adulthood and were fertile (Supplementary Fig. 9d,e); however, few defects were detected in the growth plates of *Hbb*^*flox/flox*^ (*Hbb*^*F/F*^)/*Prx1*-*Cre* mice at E16.5. Increased death was detected in the centre of the *Hbb*^*F/F*^/*Prx1*-*Cre* cartilages, but not those of the WT P1 and P5 mice (Supplementary Fig. 9f–l). To exclude the effects of anaemia-related hypoxia on chondrocyte survival, the *Col2a1*-*Cre*^*ERT2*^ mice were crossed with *Hbb*^*F/F*^ mice to produce chondrocyte-specific tamoxifen-induced *Hbb* knockout (*Hbb-*cKO) mice that exhibited no anaemia or hypoxia in other tissues, such as the liver and muscle (Extended Data Fig. 9a–c and Supplementary Fig. 10), and died within 7 days after birth (Extended Data Fig. 9d). Still, chondrocyte death occurred in the cartilages of P1 and P5 *Hbb*-cKO mice, as did the *Hbb*^*F/F*^/*Prx1*-*Cre* mice (Fig. 4b and Supplementary Fig. 9f–l), which was associated with loss of expression of *Hbb* in a temporally induced cKO assay (Extended Data Fig. 10a–c). Together, these results demonstrate an essential role of haemoglobin in the survival of chondrocytes within cartilage.

## Hedy is required for hypoxia adaption

As haemoglobin is an oxygen vector, we hypothesized that haemoglobin knockout in cartilage may result in an oxygen shortage contributing to the death of chondrocytes (Fig. 4a,b, Extended Data Figs. 9 and 10 and Supplementary Figs. 7f and 9f). To test this idea, the nitroimidazole EF5 was injected into pregnant female mice at E19.5, followed by immunostaining with anti-EF5 antibody to label cells under hypoxic stress in situ as previously described^9,10^. As shown in Extended Data Fig. 11a–e, *Hbb-*cKO resulted in Hedy loss in the chondrocytes of cartilage growth plates as indicated by tissue histology and transmission electron microscopy analysis, which took place along with increased EF5 signals (Fig. 4c and Extended Data Fig. 11f, top panel), indicating an increase in hypoxic levels in the cartilages upon *Hbb* knockout. Consistently, the *Hbb*-cKO cartilages expressed higher levels of HIF1a (Extended Data Fig. 11f, bottom panel). The hypoxic effect was further enhanced by an increased loading of pressure, a common stimulus produced during physical exercise^30^, suggesting important physiological implications for chondrocyte haemoglobin (Extended Data Fig. 11g–j). Moreover, the metabolomic profile indicated that the intracellular lactate significantly increased (Extended Data Fig. 11k), together with a significant decrease of the intracellular glucose (Extended Data Fig. 11l), leading to a higher lactate-to-glucose ratio (Extended Data Fig. 11m), in the *Hbb*-cKO cartilages over the control. Collectively, these data suggest that enhanced intracellular hypoxia promoted glycolysis and death of chondrocytes in *Hbb*-cKO fetal growth plates. However, it was unlikely that an impaired energy supply or enhanced production of reactive oxygen species drove the chondrocyte death, which seemed to be caspase 3 independent (Supplementary Figs. 11a–g and 12), because *Hbb* deletion neither decreased intracellular ATP levels, the ATP-to-ADP ratio or the pAMPK-to-AMPK ratio (Supplementary Fig. 11a,b), nor increased total or mitochondrial reactive oxygen species (Supplementary Fig. 11c,d). Furthermore, the chondrocyte death was not attributed to activation of HIF signalling by persistent hypoxia as treatment with HIF1/2α activators, such as IOX2, roxadustat and DMOG, rescued cartilages from death induced by haemoglobin deficiency (Supplementary Fig. 13a–d) rather than promoting their death.

To test the essential role of haemoglobin in hypoxia tolerance of chondrocytes, a hypoxia tolerance experiment was performed by culturing E18.5 humeral cartilage growth plates in hypoxic environment (1% O_2_) for 3 days. The results showed that even partial deletion of either *Hba* or *Hbb* sensitized chondrocytes to death induced by hypoxia in the cartilage growth plates (Fig. 4d and Extended Data Fig. 12a), which was further confirmed in E14.5 cartilage cultured for 6 days (Extended Data Fig. 12b,c). Consistently, the WT chondrocytes with intact haemoglobin expression tended to release oxygen under a more hypoxic condition than RBCs, as indicated by a much lower P50 (the partial pressure of oxygen at which haemoglobin is 50% saturated with oxygen) (27.85 mmHg versus 58.2 mmHg) (Fig. 4e); conversely, the *Hbb*-deleted chondrocytes exhibited marginal capacity to bind to and supply oxygen (Fig. 4e, right panel). To confirm that Hedy might function as a source of oxygen during hypoxia, Hedies were isolated by hyposmotic rupture of 239T cells co-transfected with HBA–mCherry and HBB–GFP (Supplementary Fig. 14a). A 24-h nested co-culture of the isolated Hedies with PC12, a hypoxia-sensitive cell, effectively reversed the upregulated HIF1α expression to a level comparable with that of an RBC co-culture and a nomoxia control (Fig. 4f,g). Moreover, in a co-culture experiment, the ATDC cells expressing haemoglobin were more tolerant to hypoxia than the adjacent haemoglobin-negative cells as determined by the nuclear localization of HIF1α (Supplementary Fig. 14b,c). Thus, these data are consistent with the idea that the intracellular haemoglobin (Hedy) serves as a local oxygen storage that supplies oxygen to sustain chondrocyte survival over regional hypoxia in cartilage.

## Conclusions

Timely supply of oxygen is a prerequisite for cells within tissues. Although RBCs transport oxygen from the respiratory system to different vascular tissues over a long range, oxygen supply to individual cells within tissues can only be achieved by diffusion, which is rather low in efficiency for satisfying the oxygen needs of tissues that are either high-oxygen consuming or avascular. To cope with this, cells within these tissues develop additional mechanisms to obtain sufficient oxygen over a short range. For example, muscle cells express a large amount of myoglobin that can bind to and store oxygen, which enables timely and prolonged supply of oxygen during movement^31–33^. Neurons, another type of high-oxygen-demanding cells, express neuroglobin to store oxygen^34,35^. Nevertheless, the corresponding mechanisms for cells of avascular tissues with limited oxygen availability, such as chondrocytes in cartilages, to supply oxygen are poorly understood.

In this study, we report here that chondrocytes use a similar strategy to adapt to the hypoxic environment of cartilage growth plates. Conversely, instead of producing a tissue-specific globin, the chondrocytes express a unique composition of haemoglobin to form membraneless Hedy within their cytoplasm. P50 is markedly left-shifted for the Hedy-containing chondrocytes (27.58 mmHg) compared with the RBCs (58.2 mmHg) from the same mice. The left-shifted P50 enables chondrocytes to bind to and store O_2_ diffused from the hypoxic environment for short-range supply. This is critical for chondrocyte survival in the developing growth plates as depletion of haemoglobin, and consequently Hedy loss, resulted in massive death of chondrocytes and retarded skeleton development. To our knowledge, this is the first study demonstrating an extra-erythrocyte role of haemoglobin in chondrocytes based on a mouse model.

Our finding updates the usually well-accepted opinion that haemoglobin is erythrocyte specific. In fact, ectopic expression of haemoglobin in cells other than RBCs had been reported sporadically over the past decades. The target cells include the alveolar epithelial cells (ATII and Clara)^36^, macrophages^37^, mesangial cells^38^, mesencephalic dopaminergic neurons and glial cells^39^, retinal pigment epithelium^40^, tumour cells^41^ and the like. Nevertheless, despite multiple lines of documentation, the functional implications of the ectopic expression were largely speculative with little in vivo evidence. Our study demonstrated that, in a mouse model, haemoglobin expression in chondrocytes was induced in responding to hypoxia, and haemoglobin depletion resulted in increased hypoxia and glycolysis, and activated the HIF signalling pathway. Thus, these results are consistent with a role of haemoglobin in local storage and the timely supply of oxygen. In agreement with these findings, it has been reported that patients with thalassaemia syndromes usually have joint pain^42^, and anaemia was common in individuals with cartilage-relative diseases, such as rheumatoid arthritis (about 30–70%)^43,44^ and cartilage–hair hypoplasia (about 73%)^45^. Furthermore, patients with rheumatoid arthritis with lower haemoglobin levels exhibited more severe joint disease^46^, and treated anaemia substantially relieved joint disease^47^.

Another interesting finding of this study is that haemoglobin forms condensates that manifested with features of phase separation. This is unlikely to be an artefact of experimental context as these condensates were readily detected in chondrocytes of different sources (Fig. 1), and truncation analysis indicated that the formation of the condensates was actually a controlled process (Fig. 2i–k). Moreover, haemoglobin was found to be granularly distributed within retinal epithelium^40^ and glaucoma cells^48^, in line with condensate morphology. These results fit well with the idea that haemoglobin forms condensates in a defined context, although its regulation warrants further study. A plausible explanation for this phenomenon is that the condensed haemoglobin may help to store more oxygen within limited space to sustain relatively longer oxygen demand to cells from tissues that are either high-oxygen consuming or avascular.

## Methods

### Mouse strains and genotyping

Mice heterozygous for the α-globin null allele (*Hba*^+/−^, both of the adult haemoglobin genes, α1 and α2, and the region between them were deleted and replaced with a neomycin resistance cassette by homologous recombination) or for the β-globin null allele (*Hbb*^+/−^, a genomic fragment encompassing all of *Hbb-b1* and a 5′ portion of *Hbb-b2* was replaced with a neomycin cassette inserted by homologous recombination) were produced by crossing mice of *Hba*^*tm1Paz*^ *Hbb*^*tm1Tow*^ Tg (HBA–HBBs) 41Paz/J (no.: 003342, Jackson Labs)^49^ with WT C57BL/6J mice. The *Hba*^*tm1Paz*^ *Hbb*^*tm1Tow*^ Tg (HBA–HBBs) 41Paz/J mice are called sickle cell mice (Berkeley model), which are homozygous for the both α-globin and β-globin null allele and carrying the human sickle transgene (*Hba*^0/0^ *Hbb*^0/0^Tg (Hu-miniLCR*α1*^*G*^*γ*^*A*^*γδβ*^*S*^). Mice homozygous for *Hba*-knockout or *Hbb*-knockout mutation die in utero from severe anaemia. *Hif1a*^*F/F*^ (no. 007561)^50^, *Col2a1-Cre*^*ERT2*^ (no. 006774)^51^, *Prx1-Cre* (no. 005584)^52^ mice were from Jackson Labs. *Hif2a*^*F/F*^ (no. NM-CKO-200163) mice were from Shanghai Model Organisms Center. To specifically knockout the *Hif1a* and/or *Hif2a* genes in chondrocytes, *Hif1a*^*F/F*^ and/or *Hif2a*^*F/F*^ mice were bred to *Col2a1-Cre*^*ERT2*^ mice. After tamoxifen treatment, the *Hif1a*^*F/F*^*/Col2a1-Cre*^*ERT2*^, *Hif2a*^*F/F*^*/Col2a1-Cre*^*ERT2*^ or *Hif1a*^*F/F*^*/ Hif2a*^*F/F*^*/Col2a1-Cre*^*ERT2*^ mice will delete the second exons of *Hif1a* and/or *Hif2a*^*F/F*^ genes in the *Cre*-expressing chondrocytes. Mice of both genders were used for this study. Genotyping was performed as described in the web of Jackson Labs.

To investigate the role of haemoglobin in vivo, we generated conditional *Hbb-*floxed mice with the C57BL/6J background by homologous recombination. A targeting vector was designed to replace both the 1–3 exons of *Hbb-bs* and that of *Hbb-bt* (*Hbb*^*F*/+^ or *Hbb*^*F/F*^; Supplementary Fig. 8a). 

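In the annotation of GRCm38 used here, both genes have 3 exons, all on the minus strand of chromosome 7. Exons 1, 2 and 3 of *Hbb-bs* run from 103827784 to 103827928, from 103827448 to 103827670 and from 103826534 to 103826793 (transcript ENSMUST00000023934). Those of *Hbb-bt* run from 103813778 to 103813996, from 103813439 to 103813661 and from 103812524 to 103812784 (transcript ENSMUST00000098192). The transcripts of both genes were still present in knee joint cartilage of *Hbb*-cKO mice at P6. Their summed level was 4884 ± 366 CPM (n = 3), or 40.5% of the WT mean. The *Hbb*-cKO libraries were at 4195, 5444 and 5014 CPM and the WT libraries at 16811, 12449 and 6912 CPM, so that each *Hbb*-cKO library was lower than each WT library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). The log2 fold change was -1.30 (standard error 0.31), with an adjusted p of 0.230 in edgeR's quasi-likelihood test over all genes, which did not pass the threshold. The log2 fold change was -1.28 for *Hbb-bs* and -1.32 for *Hbb-bt*. The α-globin transcripts, which the vector does not target, were at 5339 ± 491 CPM, or 40.0% of WT, with a log2 fold change of -1.32 (standard error 0.38, adjusted p = 0.310 in edgeR). The ratio of HBA to HBB counts in *Hbb*-cKO was 1.09 ± 0.0224 (n = 3), and its log2 value differed from that in WT by 0.03 (standard error 0.11, exact permutation p = 0.9). Adjusted over the list of adult globins alone, all 4 genes fell. DESeq2 called both sums (adjusted p = 0.00204 for *Hbb* and 0.0137 for *Hba*), as did edgeR without WT replicate 3, the WT library with the lowest globin level (adjusted p = 0.0346 and 0.0361). With the Y-linked expression of each library as a covariate, chosen after the data were seen, the log2 fold changes were -0.64 for *Hbb* and -0.43 for *Hba*. Of the WT libraries, only replicate 3 held Y-linked counts, so this covariate also sets apart the WT library with the lowest globin level.

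**Figure D1:**
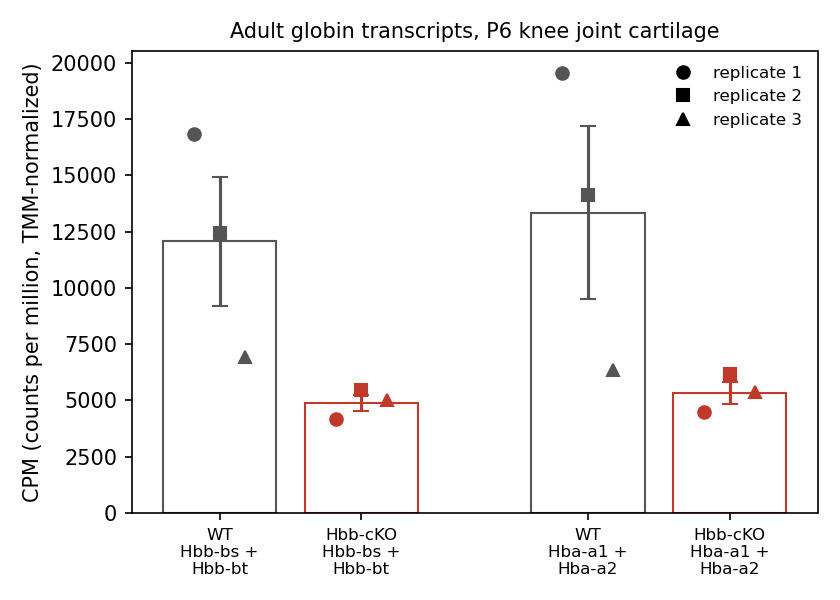
Summed adult β-globin (*Hbb-bs* and *Hbb-bt*) and α-globin (*Hba-a1* and *Hba-a2*) transcripts in CPM (y axis) for each library of P6 knee joint cartilage. Symbols are the 3 libraries of each genotype, bars the mean and error bars the s.e.m.; the WT libraries span 6912 to 16811 CPM for *Hbb*, and the *Hbb*-cKO libraries 4195 to 5444 CPM.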

A candidate of the embryonic stem cells was screened and further confirmed by PCR. F1 mice were verified by PCR. The following primers were used for the genotyping of *Hbb*^*F/F*^ mice: P1, 5′-TGCATCTGCAGATCCCAAAAA-3′ and P2, 5′-GGAGGAGTGTACAAGGAGTTCAATAA-3′. With the two primers, it is possible to amplify specific WT (574 bp) and mutant (766 bp) DNA fragments (Supplementary Fig. 8b,c). To conditionally delete *Hbb* in mesenchymal cells or chondrocytes, *Hbb*^*F/F*^ mice were bred to *Prx1-Cre* or *Col2a1-Cre*^*ERT2*^ mice.

To investigate the role of KLF1 in chondrocytes, we generated conditional *Klf1-*floxed mice with the C57BL/6J background by homologous recombination. A targeting vector was designed to replace the second exon of *Klf1* (Supplementary Fig. 3a). A candidate of embryonic stem cells was screened and further confirmed by PCR. F1 mice were verified by PCR. The following primers were used for the genotyping of *Klf1*^*F/F*^ mice: P1, 5′-AGGGGTCTGAGATCAAGGTGA-3′ and P2, 5′-CGGTTCCCCTAACCCCTTTC-3′. With the two primers, it is possible to amplify specific WT (317 bp) and mutant (383 bp) DNA fragments (Supplementary Fig. 3b,c). To conditionally delete *Klf1* in chondrocytes, *Klf1*^*F/F*^ mice were bred to *Col2a1-Cre*^*ERT2*^ mice.

All the clones were maintained in pathogen-free conditions at the Fourth Military Medical University. Animal studies were approved by the Institutional Animal Care and Use Committee at the Fourth Military Medical University.

### Analysis of recombination in newborn mice in vivo

Cartilage from growth plates of newborn or embryonic mice collected and digested with collagenase type II. Next, genomic DNA was extracted from those digested growth plates. Efficient recombination of the *Hba*, *Hbb*, *Hif1a*, *Hif2a* or *Klf1* floxed allele was quantified by qPCR of genomic DNA with corresponding primers.

### Histological analysis

Mice were euthanized at the indicated ages, and cartilaginous tissues were collected and fixed in 4% paraformaldehyde overnight at room temperature. Postnatal skeletal tissues were decalcified in 0.5 M EDTA for 10 days and then embedded in paraffin. Serial sections were taken at 4-μm thickness and stained with haematoxylin and eosin (H&E) according to standard protocols. The Masson trichrome staining was conducted with a kit (BA-4079A, Baso) according to the instructions of the manufacturer. All images were visualized with a microscope (BX51, Olympus), and images were captured with the digital camera (DP71, Olympus) using the accompanying software.

### Immunohistochemical and immunofluorescence staining

Immunohistochemistry was performed using horseradish peroxidase (HRP)-coupled goat anti-rabbit secondary antibody (1:500; ab7090, Abcam) with diaminobenzidine serving as the substrate. Expression of HBA or HBB was detected by immunohistochemistry with antibodies to HBA (MA5-32328, Invitrogen) or HBB (PA5-60287, Invitrogen). Paraffin sections were dewaxed, rehydrated and washed in 0.1 M phosphate-buffered saline (PBS). Endogenous peroxidase activity was blocked by immersing the sections in 0.3% H_2_O_2_ for 30 min. Nonspecific binding was blocked by incubation of the sections in blocking buffer (5% BSA, 20% normal goat serum and 0.1% Triton X-100 in TBS) for 30 min. Subsequently, sections were incubated with primary antibody to HBA or HBB with dilution of 1:50 in blocking buffer in a humidified chamber overnight at 4 °C. They were then washed in PBS and incubated in a mixture of secondary anti-rabbit antibodies conjugated with HRP at the 1:100 dilution. Diaminobenzidine substrate was used for detection and haematoxylin was used for counterstaining. The samples were then dehydrated and mounted for visualization. The cells with brown nuclei were considered positively stained. Immunofluorescences with anti-HIF1α (rabbit polyclonal; PA5-60287, Invitrogen), HBA (MA5-32328, Invitrogen) or HBB (PA5-60287, Invitrogen) antibodies were performed on paraffin-embedded sections according to standard protocols.

### Scanning electron microscopy

The proximal end of the cartilaginous growth plate of the humerus or the distal end of the cartilaginous growth plate of the femur from embryonic or neonatal mice killed by pentobarbitone overdose, ranging in age from E14.5 to P7, were dissected and the articular capsules were removed under a stereoscope. Human knee articular cartilages were from patients with acute trauma. The cartilaginous growth plates or articular cartilage were washed with 0.1 M PBS for three times and fixed for 24 h with 4% paraformaldehyde in 2.5% glutaraldehyde. Samples to be imaged by electron microscopy were dehydrated in an ascending 70%, 80%, 90% and 100% (for 15 min each change) ethanol series. Once dried, the samples were cooled with liquid nitrogen, fractured and were placed in a sealed dish for 4 days for further dehydration under room temperature (24–26 °C). The samples were coated with platinum using a high-resolution sputter coater (Shinkku VD MSP 1S). Samples for electron microscopy were imaged using a scanning electron microscope (S-4800, Hitachi).

To exclude the possibility of cross-contamination by peripheral blood in cartilage tissues, the paraffin-embedded cartilaginous growth plate of P6 mice were cut into sections (4 μm). The sections were dewaxed in xylene (30 min) and subsequently dexylened in 100% (for 10 min) ethanol. The sections were dried in a vacuum freeze-dryer for 12 h. Once dried, the region (1 cm^2^) that contained cartilaginous tissues on the slide were cut by glass cutter and observed by a scanning electron microscope (S-4800, Hitachi).

### Transmission electron microscopy

To observe the detail of Hedies within chondrocytes, transmission electron microscopy (TEM) of the epiphyseal growth plate was performed following the standard procedures. The epiphyseal growth plate of E14.5, E18.5 or P3 mice were surgically collected quickly by removing the joint capsule, ligaments and metaphyseal bone with scissors and scalpel. The cartilaginous tissues were fixed in 4% paraformaldehyde in 2.5% glutaraldehyde (pH 7.3) for 24 h. The tissue segments were dehydrated in increasing concentrations of ethanol from 70% to 100% and infiltrated and embedded in SPI-PON812 resin (SPI-CHEM). They were then sectioned at 5 µm thickness and stained with 1% toluidine blue for light microscopic assessment. Tissue samples from the selected regions were cut into sections on an ultramicrotome (EM UC6, Leica), and prepared for the study with the JEM-1230 electron microscope. Blocks chosen for ultrastructural assessment were trimmed, sectioned at 60 nm, stained with lead citrate and uranyl acetate, and examined with a transmission electron microscope (JEOL). Electron micrographs were captured by a Gatan digital camera (832 SC1000, Gatan) and its application software (Gatan Digital Micrograph 3.0 software).

To observe the detail of Hedies within HepG2 and PLC/PR/F5 cells transfected with HBB–eGFP, TEM was performed following the standard procedures. About 1 × 10^7^ cells were plated in a six-well plate precoated with type I collagen. Cells were pelleted 24 h after transfection, and fixed in 2.5% (v/v) glutaraldehyde with phosphate buffer (0.1 M, pH 7.4) for 12 h at 4 °C followed by fixing in 1% (w/v) osmium tetraoxide in phosphate buffer for 2 h at 4 °C. After that, cells were dehydrated through a graded ethanol series (30%, 50%, 70%, 80%, 90%, 100% and 100%, 5 min each at 4 °C) till pure acetone (2 × 5 min). Samples were infiltrated in graded mixtures (3:1, 1:1 and 1:3) of acetone and SPI-PON812 resin (16.2 ml SPI-PON812, 10 ml DDSA and 8.9 ml NMA), then changed to pure resin. Finally, cells were embedded in pure resin with 1.5% BDMA and polymerized for 12 h at 45 °C, and then 48 h at 60 °C. The ultrathin sections (70 nm) were sectioned with microtome (EMUC7, Leica), double-stained with uranyl acetate and lead citrate, and examined by a transmission electron microscope (FEI Tecnai Spirit 120 kV).

### Immunoelectron microscopy

To determine whether the Hedies within chondrocytes contain HBA and HBB, immunoelectron microscopy was performed to detect HBA and HBB by the immunogold silver-staining method. Epiphyseal growth plates of P3 mice were cut into small pieces with a diameter of about 0.5 mm and fixed in 4% paraformaldehyde and 2.5% glutaraldehyde (pH 7.3) for 24 h. Small pieces of cartilaginous tissues were washed thoroughly with 0.1 M PBS. After incubation with blocking buffer (5% BSA, 20% normal goat serum and 0.1% Triton X-100 in TBS) for 1 h to block nonspecific binding, the small pieces of cartilaginous tissues were incubated with the primary antibodies HBA (1:100; MA5-32328, Invitrogen) or HBB (1:100; PA5-60287, Invitrogen) diluted at 1:50 in blocking buffer in a humidified chamber overnight at 4 °C. They were then washed in PBS and incubated overnight in a mixture of secondary antibodies, anti-rabbit IgG conjugated to 1.4-nm gold globes (Nanoprobes) at 1:100 dilution and biotinylated anti-guinea pig IgG at 1:200 dilution. After rinsing, sections were post-fixed in 2% glutaraldehyde in PBS for 45 min. Silver enhancement was performed in the dark with HQ Silver Kit (Nanoprobes) for visualization of HBA or HBB immunoreactivity. Before and after the silver enhancement step, sections were rinsed several times with deionized water. They were then incubated in the ABC solution (Sigma) for 4 h and visualized by the glucose oxidase-3, 3′-diaminobenzidine method. Immunolabelled cartilaginous tissues were fixed with 0.5% osmium tetroxide in 0.1 M phosphate buffer for 1 h, dehydrated in graded ethanol series, then in propylene oxide, and finally flat-embedded in SPI-PON812 (SPI‐CHEM). After polymerization, cartilaginous tissues were trimmed under a stereomicroscope and mounted onto blank resin stubs. Ultrathin sections were cut with an ultramicrotome (EM UC6, Leica) and mounted on mesh grids (6–8 sections per grid). They were then counterstained with uranyl acetate and lead citrate, and observed under an electron microscope (JEM-1230, JEOL). Electron micrographs were captured by a Gatan digital camera (832 SC1000, Gatan) and its application software (Gatan Digital Micrograph 3.0 software).

### Culture of cartilage tissues in vitro

To examine the role of HBA or HBB in chondrocytes in vitro, culture of cartilage tissues was performed. The whole humerus or femur of E14.5 or E18.5 embryonic littermates with genotypes of WT, *Hba*^+/−^, *Hbb*^+/−^, *Hba*^−/−^ or *Hbb*^−/−^ were isolated. The mice were numbered and grouped based on genotypes. For each mouse, the humerus or femurs were used for culture in vitro. The humeri or femurs were digested with 0.25% trypsin in six-well plates at 37 °C for 15 min. The samples were repeatedly pipetted until the muscle and tendon on the cartilaginous growth plates were removed. Then, cartilaginous growth plates were collected gently by sharp tweezers and cultured with α-MEM medium supplemented with 10% FCS, 100 units per ml penicillin, 50 μg ml^−1^ streptomycin (Gibco) in 12-well plates. For the hypoxia experiment, cartilaginous tissues were grown at 1% O_2_ in α-MEM supplemented with 10% FCS for 3–6 days. After the hypoxia experiment, these cultured cartilages were collected and prepared for histology and TUNEL examination.

### Primary culture of chondrocytes under hypoxia

For primary culture of chondrocytes, the growth plates of P3 mice were sheared by scissors into small pierce and digested with 0.1% collagenase type II (Gibco) dissolved in α-MEM medium at 37 °C for 12 h. Then, the samples were repeatedly pipetted into single cells. The cells were filtered through a 75-μm nylon mesh and cultured in six-well plates with α-MEM medium supplemented with 10% FCS. Primary chondrocytes were seeded at a density of 6 × 10^5^ cells per cm^2^. The medium was changed every other day. For the hypoxia experiment, primary chondrocytes were grown at 1% O_2_ in α-MEM supplemented with 10% FCS for 48–72 h.

### TUNEL assay

The TUNEL assay was conducted as previously described^53^ by using an In Situ Apoptosis Detection kit (11684795910, Roche) according to the instructions of the manufacturer.

### EF5 staining

To examine the state of chondrocyte oxygenation in the mice growth plate, EF5, a hypoxia-sensing drug, was used. EF5 is a pentafluorinated derivative of the 2-nitroimidazole, etanidazole, that is metabolically reduced by oxygen-inhibitable nitroreductase. EF5 staining was performed on fixed-frozen sections from growth plates of mice. E19.5 *Hbb* heterozygous pregnant females were injected with 10 mM EF5 (Merck) at 1% (v/w) of body weight. Two to three hours later, the mice were dissected out in cold PBS. Epiphyseal growth plates were surgically isolated quickly by cutting the joint capsule, ligaments and metaphyseal bone with scissors and fixed in cold acetone for 10 min at 4 °C, and air dried and rinsed in PBS. Blocking was performed with 5% mouse serum in PBS for 30 min at room temperature. Sections were stained with a mouse anti-EF5 Cy3-conjugated antibody (EF5-30C3, Merck), diluted at 1:20 in 3% BSA and PBS, for 1 h at 37 °C. Slides were rinsed with PBS for 5 min and mounted with an aqueous mounting medium. EF5 and DNA fluorescence was recorded using a fluorescence microscope with filters appropriate for DAPI and Cy3 and a digital camera.

### Western blot analysis

The cartilaginous growth plates from P1 to P7 mice were collected by quickly removing the joint capsule, ligament and metaphyseal bone with scissors. The growth plates were washed three times in 0.1 M cold PBS. Then, the cartilaginous tissues were sheared, grinded and lysed into radio immunoprecipitation assay (RIPA) buffer containing protease inhibitor cocktails (Roche). Cartilaginous tissues or chondrocytes lysates (50 μg) were separated by 12% SDS–PAGE gel and transferred onto a polyvinylidene fluoride (PVDF) membrane (Millipore). PVDF membranes were blocked with 5% (w/v) skimmed milk in Tris-buffered saline with 0.1% (v/v) Tween-20 for 1 h at room temperature. Then, the membranes were probed with antibodies to HBA (1:1,000; MA5-32328, Invitrogen) or HBB (1:1,000; PA5-60287, Invitrogen) and α-tubulin (1:3,000; 2125, Cell Signaling Technology) antibodies overnight at 4 °C. Secondary detection was performed using anti-rabbit (1:10,000; A0545, Millipore) or anti-mouse (1:10,000; M4155, Millipore) antibodies at room temperature for 1 h. After being extensively washed with PBS, the protein signals of interest were detected by enhanced chemiluminescence and exposure to X-ray film.

Proteins from primary chondrocytes or ATDC5 chondrocytes were extracted in RIPA buffer. Each sample of 50 μg protein was electrophoresed in a pre-cast 4–20% Tris gel. After gel transfer to PVDF membranes using a Bio-Rad Criterion system, blots were blocked in 5% non-fat milk/1× TBST for 1 h at room temperature and incubated overnight at 4 °C with the following primary antibodies: HIF1α (20960-1-AP, Proteintech) at 1:1,000, HIF2α (also known as Epas1) (NB100-122, Novus) at 1:1,000, KLF1 (also known as EKLF) (PAB5859, Abnova) at 1:1,000, AMPK (A1229, ABclonal) at 1:1000, pAMPK (AP1002, ABclonal) at 1:1,000, caspase 3 (A19654, ABclonal) at 1:1,000, KDM5A (A4755, ABclonal) at 1:1,000, and KDM5B (A15740, ABclonal) at 1:1,000. The membranes were then incubated with an HRP-conjugated anti-rabbit (1:10,000; Millipore) or anti-mouse (Millipore) antibodies at room temperature for 1 h in 1× TBST. Signal was detected by using enhanced chemiluminescence. Protein molecular weight was determined using the protein marker (PM2610, SMOBIO). Western blot images were acquired and analysed via the Bio-Rad Image Lab system. Quantification was performed using ImageJ. The α-tubulin signal was used to normalize for protein amount.

### Laser capture microdissection

Frozen humerus longitudinal cartilages of P3 mice were cut into sections (10 μm) with a cryostat (Leica Biosystems). The sections were placed on PEN membrane frame slides (Leica Microsystems) and were fixed in 95% ethanol for 1 min. The slides were immersed in distilled water for 1 min three times to get rid of the OTC reagent. Then, the sections were stained by H&E staining as previously described with the following modifications: Harris haematoxylin (BA-4041, Baso), 30 s; deionized water, 3 min; eosin (BA-4042, Baso), 5 s; 95% ethanol, 15 s; and 100% ethanol, 15 s. The sections were dried in a vacuum freeze-dryer for 24 h under room temperature (24–26 °C). Once dried, the chondrocytes were microdissected one by one with LMD6000 (Leica Microsystems) according to the manufacturer’s instructions. The samples dissected from about 200 chondrocytes were pooled into the cap of a 0.5-ml microcentrifuge tube and dissolved in tissue extraction buffer (PicoPure RNA Isolation Kit, Applied Biosystems) for mass spectrometry (instrument: Orbitrap Ascend Tribrid MS).

### SDS–PAGE and mass spectrometry

Protein from chondrocytes of the growth plates of neonatal mice was assayed by mass spectrometry. The lysis buffer was made from PBS buffer, pH 7.2, with the addition of 2% SDS, 10% glycerol, 10 mM dithiothreitol (DTT), 1 mM EDTA and protease inhibitor mixture (Roche Applied Science). The total protein in the samples was estimated on a Coomassie Blue-stained SDS gel according to a standard protein marker with known concentration. For mass spectrometry analysis, proteins in each sample were separated on a 12% SDS gel (1.0 mm thick) and stained with Coomassie Blue G-250. The entire lane was cut into 15 pieces followed by in-gel trypsin digestion. Protein digestion was performed according to the FASP procedure described by Wisniewski et al.^54^. In brief, the protein fragments were solubilized in 30 μl SDT buffer (4% SDS, 100 mM DTT and 150 mM Tris-HCl pH 8.0) at 90 °C for 5 min. The detergent, DTT and other low-molecular-weight components were removed using 200 μl UA buffer (8 M urea and 150 mM Tris-HCl pH 8.0) by repeated ultrafiltration (Microcon units, 30 kDa). Then, 100 μl 0.05 M iodoacetamide in UA buffer was added to block reduced cysteine residues and the samples were incubated for 20 min in darkness. The filter was washed with 100 μl UA buffer three times and then 100 μl 25 mM NH_4_HCO_3_ twice. Finally, the protein suspension was digested with 2 μg trypsin (Promega) in 40 μl 25 mM NH_4_HCO_3_ overnight at 37 °C, and the resulting peptides were collected as a filtrate.

Liquid chromatography–tandem mass spectrometry (LC–MS/MS) measurements were performed on an Easy-nano-LC (Thermo Fisher Scientific) coupled to an Q Exactive mass spectrometer (Thermo Fisher Scientific). Peptides were separated on a reverse-phase column (15 cm, 75-μm inner diameter and 3-μm Reprosil resin) using a 100-min gradient of water–acetonitrile. All MS measurements were performed in the positive ion mode. Each scan cycle consisted of one full scan mass spectrum (*m*/*z* 300–1,800) followed by 20 MS/MS events of the most intense ions with the following dynamic exclusion settings: repeat count 2, repeat duration 30 s and exclusion duration 90 s. The samples were loaded onto the trap column first with 10 μl min^−1^ flow rate, and then the desalted samples were eluted at a flow rate of 1,200 nl min^−1^ in multidimensional liquid chromatography (MDLC) by applying a linear gradient of 0–50% B for 60 min. The Q Exactive mass spectrometer was used for the MS/MS experiment with ion transfer capillary of 160 °C and ISpary voltage of 3 kV. Normalized collision energy was 35.

All data files were created using Bioworks Browser rev. 3.1 (Thermo Electron) with precursor mass tolerance of 1.4 Da, threshold of 100, and minimum ion count of 10. The acquired MS/MS spectra were searched against the concatenated target/reverse Glycine_max database using the SEQUEST search engine (Proteome Discoverer Software 2.3.0.523). The target database contained Glycine_max protein sequences (80,292 entries) downloaded on 20 May 2010 from the NCBI database. Searches were performed in the trypsin enzyme parameter in the software. Methionine oxidation was only specified as a differential modification and cystine carbamidomethyl was the fixed ones. All output results were combined using in-house software named build summary. The filter was set to false discovery rate ≤ 0.01.

### Measurements of intracellular lactate and glucose by LC–MS

Knee cartilages isolated from newborn control and *Hbb*-cKO mutant mice were quickly frozen with liquid nitrogen. Samples were taken out after 24 h and added 100 μl water/50 mg to grind by tissue homogenizer. After that, tissue homogenates were shaken for 30 s and added with 400 µl methanol acetonitrile solution (1:1, v/v), followed by the second shock for 60 s. After ultrasonication at 4 °C for 30 min twice, the samples were placed at −20 °C for 1 h and centrifuged at 4 °C for 20 min (14,000 rcf), then the supernatants were collected to freeze-dry. Extracts were analysed by LC–MS on liquid chromatography system (1290 Infinity, Agilent) and AB Sciex API 5500 Qtrap mass spectrometer (AB Sciex). Details for high-performance LC are as follows: the sample was placed in an automatic sampler at 4 °C with column temperature of 45 °C, flow rate of 300 µl min^−1^ and injection volume of 2 µl. 5500 QTRAP ESI source conditions are as follows: source temperature of 450 °C, ion source gas 1 (Gas1): 45, ion source gas 2 (Gas2): 45, curtain gas (CUR): 30, ionSapary voltage floating (ISVF): 4,500 V. The chromatographic peak area and retention time were extracted by Multiquant. The standard substance of energy metabolism was used to correct the retention time and identify the metabolites.

### Skeletal preparation

Whole-mount staining of skeletal preparation by alcian blue and Alizarin S red was performed. In brief, the embryos were skinned and eviscerated. After 4 days of fixation in 95% ethanol, embryos were stained in alcian blue solution overnight. After washing with 70% ethanol, the embryos were stained by Alizarin S red solution overnight and transferred into 1% KOH for 1 week. Finally, embryos were transferred into 1% KOH/20% glycerol for 2 days and stored in 50% ethanol/50% glycerol. Images for skeletons were taken using a stereo microscope (SZX16, Olympus) equipped with a digital camera (DP71, Olympus).

### RNA isolation, reverse transcription and real-time PCR

The cartilaginous tissues or primary cultured chondrocytes from mice were collected and lysed in TRIzol (Invitrogen) for RNA isolation according to the manufacturer’s standard protocol. cDNA was synthesized from 1 μg RNA Maxima First Strand cDNA Synthesis kit (Takara). Real-time PCR was performed on ABI Fast7500 with Maxima SYBR Green qPCR Master Mix (Takara). The primer pairs have been previously described^25,55–58^ and are included in Supplementary Table 3. Fluorescence qPCR was performed by real-time fluorescence qPCR instrument (qTOWER^3^G, Jena Bioscience) and its application software (qPCRsoft 3.4). Real-time PCR results were analysed by Microsoft Excel (2306 Build 16.0.16529.20164).

### RNA-seq analysis

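Between *Hbb*-cKO and WT knee joint cartilage, 18 of the 17175 genes tested passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, of which 6 rose and 12 fell. The genes that rose included *Egr1*, an immediate early transcription factor, *Amd1*, a decarboxylase of polyamine synthesis, and *Il11ra2*, a receptor of interleukin 11. *Egr1* was at 115 ± 0.955 CPM in *Hbb*-cKO and 58.9 ± 0.563 CPM in WT (n = 3 each), a log2 fold change of 0.97 (standard error 0.10, adjusted p = 0.0191 in edgeR). *Amd1* was at 30.9 ± 1.02 and 1.59 ± 0.503 CPM (log2 fold change 4.27, standard error 0.32). *Il11ra2* was at 38.5 ± 3.13 and 15.4 ± 0.853 CPM (log2 fold change 1.32), and a second copy of this gene on an unplaced scaffold had a log2 fold change of 1.08 (adjusted p = 0.0866 in edgeR). *Zfp949* and *Fam78a* rose by log2 fold changes of 1.16 and 1.14. The interferon-inducible gene *Ifi202b*, chosen after its values were seen, had 94 to 157 counts in the *Hbb*-cKO libraries and none in WT, which is at least 38.8-fold higher against a floor of 3 counts per WT library.

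Of the genes that fell, 5 lay within a segment of chromosome 14 from 25887506 to 26182480 on GRCm38, bounded after its values were seen, that holds repeated copies of the *Plac9*, *Tmem254* and *Duxbl* genes. *Tmem254c* fell from 152 ± 12.8 to 32.2 ± 0.692 CPM (log2 fold change -2.24, standard error 0.14, adjusted p = 0.00379 in edgeR), *Plac9a* from 140.0 ± 26.0 to 24.2 ± 1.58 CPM and *Duxbl1* from 14.0 ± 0.810 to 1.84 ± 0.429 CPM. These copies can share reads, so that values of single copies are uncertain. Of the 10 nearest genes tested, 5 on each side, none passed in edgeR or DESeq2, and 2 had an unadjusted p under 0.05. The others that fell included *Hjurp*, the chaperone of the centromeric histone CENP-A (log2 fold change -0.85), the zinc transporter gene *Slc39a10* (-0.97), *Kidins220* (-1.26) and *Ahcy*, which hydrolyses adenosylhomocysteine (-1.37). *H2-Q1*, a class I histocompatibility gene also chosen after its values were seen, had 50 to 110 counts in the WT libraries and none in *Hbb*-cKO, at least 32.4-fold lower against the same floor. Of the 19 tested genes that the paper names, other than adult globins and myoglobin, none passed in edgeR or DESeq2. None had an unadjusted p under 0.05, and log2 fold changes ran from -0.32 to 1.15. The myoglobin gene *Mb*, which was listed with the other globins, had an unadjusted p of 0.00112 in edgeR (log2 fold change -0.63, adjusted p = 0.169). DESeq2 called 249 genes, and edgeR called 6, 2, 1 and 39 genes without *Hbb*-cKO replicate 2, *Hbb*-cKO replicate 3, WT replicate 1 and WT replicate 3. Of 13 alternatives, *Tmem254c* passed in 13, *Amd1* in 11, *Duxbl1* in 10, *Egr1* and *Plac9a* in 8, *Il11ra2*, *Zfp949*, *Fam78a*, *Hjurp*, *Kidins220* and *Ahcy* in 6 and *Slc39a10* in 3. *Ifi202b* passed in 9 and *H2-Q1* in 6 of 12 alternatives.

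**Figure D2:**
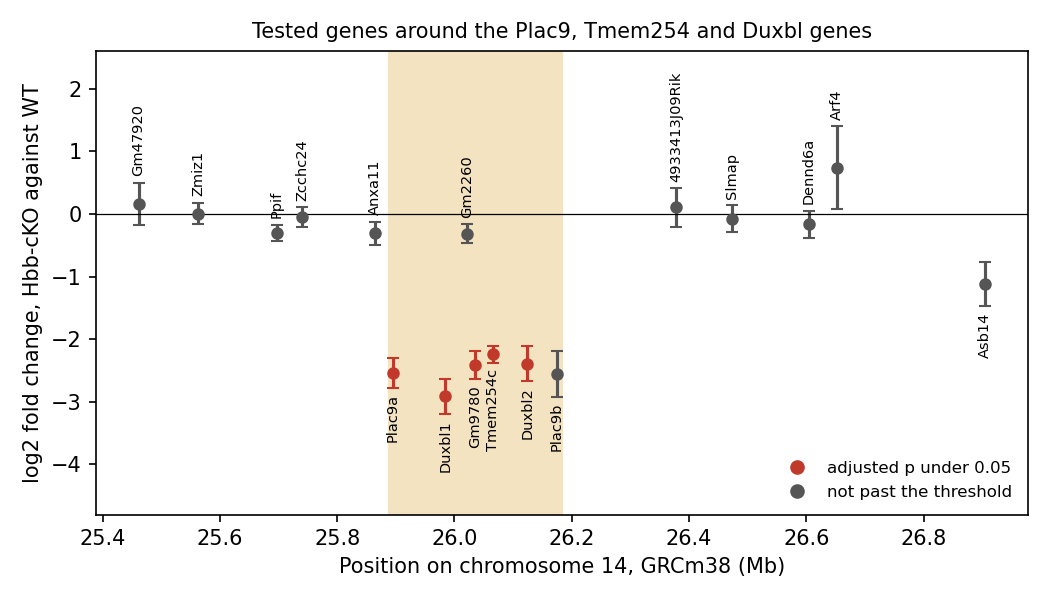
Log2 fold changes of tested genes between *Hbb*-cKO and WT (n = 3 libraries each) against their position on chromosome 14 of GRCm38 in Mb. Points are genes, error bars standard errors, red points genes with an adjusted p under 0.05, and the shaded span the segment, in which 6 of 7 tested genes had a log2 fold change under -1.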

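Between *Hbb*-cKO and WT knee joint cartilage, limma's camera called 8 of 26 gene lists, with the smallest p for proliferation, immediate early genes and the neutrophil lineage, and none with an estimated correlation between the genes of a list. All 17 proliferation genes had positive log2 fold changes, with a median of 0.55 (adjusted p = 6.92e-15 in camera, and adjusted p = 0.60 with an estimated correlation), and 15 of them rose when adjusted over the list alone. No proliferation gene passed over all genes in edgeR, although 15 had an unadjusted p under 0.05 and DESeq2 called 7. *Mki67* was at 128 ± 6.46 CPM in *Hbb*-cKO and 73.8 ± 2.32 CPM in WT (n = 3 each; log2 fold change 0.80, adjusted p = 0.0720 in edgeR), and *Top2a* at 110 ± 5.49 and 66.0 ± 3.50 CPM. Of the 13 immediate early and heat shock genes, *Egr1* rose over all genes in edgeR. *Fosb*, *Nr4a1* and *Fos*, with log2 fold changes of 0.94, 0.59 and 0.48, did not pass over all genes in edgeR but rose when adjusted over the list alone, and DESeq2 called *Fosb* over all genes (adjusted p = 0.0305). The list's median was 0.24 (adjusted p = 6.14e-05 in camera, and adjusted p = 0.226 with an estimated correlation). The neutrophil list had a median of 1.54 (adjusted p = 6.14e-05, and 0.855 with an estimated correlation), and none of its 13 tested genes passed in edgeR over all genes, with 8 at an unadjusted p under 0.05 and 2 called by DESeq2. Over 15 alternatives, the median of the neutrophil list ran from 0.05 to 2.11, and the list passed the threshold in 12. *Ngp* was at 13.8 ± 4.40 CPM in *Hbb*-cKO and 3.48 ± 0.729 CPM in WT. The mean log2 CPM of the neutrophil list, set to 0 at the WT mean, was -0.15 in *Hbb*-cKO replicate 2, 1.78 in replicate 3 and higher still in replicate 1, against 0.47, -0.27 and -0.20 in the WT replicates, and that of the proliferation list was 0.54, 0.53 and 0.70 against 0.07, 0.18 and -0.25.

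Camera called 5 other lists, with larger p. The medians of the tendon, ligament and joint surface list, the endothelium list and the hypertrophic chondrocyte list were 0.20, 0.13 and 0.34 (adjusted p = 0.0222, 0.0222 and 0.0371 in camera, and adjusted p = 0.759, 0.855 and 0.60 with an estimated correlation). The interferon response list had a median of -0.65 (adjusted p = 0.0222, and adjusted p = 0.855 with an estimated correlation) and the oxidative phosphorylation list a median of -0.14 (adjusted p = 0.0257, and adjusted p = 0.855 with an estimated correlation). With Y-linked expression as a covariate, chosen after the data were seen, the interferon list reversed to a median of 0.25 (adjusted p = 0.316). Of the 78 tested genes of these 5 lists, none passed over all genes in edgeR, 11 had an unadjusted p under 0.05 and DESeq2 called 3. *Dpt* of the tendon list and *Kdr* and *Cdh5* of the endothelium list rose when adjusted over the list alone, with log2 fold changes of 0.57, 0.50 and 0.48. The skeletal muscle list, which did not pass, had a median of -0.32 (adjusted p = 0.0676 in camera, and adjusted p = 0.855 with an estimated correlation). With its score as a covariate, chosen after the data were seen, the oxidative phosphorylation list had a median of -0.07 (adjusted p = 0.330). With an estimated correlation, none of the 26 lists tested passed in camera, with 1 at an unadjusted p under 0.05. The interferon list had a median of -0.16 without WT replicate 2 (adjusted p = 0.624) and the oxidative phosphorylation list one of -0.06 without WT replicate 3 (adjusted p = 0.793). Without WT replicate 3, the adjusted p of the tendon, endothelium and hypertrophic lists was 0.160, 0.345 and 0.151. Over 15 alternatives, the medians of these lists stayed positive. They ran from 0.16 to 0.32, from 0.04 to 0.45 and from 0.25 to 0.47, and the lists passed in 10, 9 and 7.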

Cartilaginous tissues of knee joint of P6 mice were collected for RNA-seq analysis. An Agilent Bioanalyzer 2100 (Agilent Technologies) was used to check the integrity of the extracted and purified RNA. The TruSeq RNA sample preparation kit (Illumina) was used to generate the libraries. Libraries were sequenced using an Illumina HiSEq 2500 sequencer. Shanghai Biotechnology Corporation performed all the above processes.

### ChIP–qPCR

Mouse cartilages were used for the ChIP–qPCR experiment. The growth plates of P3 mice were sheared by scissors into small pierce and digested with 0.1% collagenase type II (Gibco) dissolved in α-MEM medium at 37 °C for 1 h. Then, the samples were repeatedly pipetted into single cells. The details of the procedure for the ChIP experiments have been previously described^59^. The following antibodies were used for ChIP–qPCR: KLF1 (1:50; 61233, Active motif), H3K4me3 (1:50; A2375, ABclonal), H3 (1:50; 17168-1-AP, Proteintech) and nonspecific IgG (rabbit, 1:50; 30000-0-AP, Proteintech). The primer pairs have been previously described^60,61^ and are included in Supplementary Table 3.

### Human articular tissue samples

Human healthy articular cartilage specimens from patients with acute trauma were collected from the Department of Pathology of Xijing Hospital with informed consent and approval of the project by the Research Ethics Board of the Xijing Hospital, Fourth Military Medical University. Cartilage specimens were fixed in 4% paraformaldehyde for 48 h at room temperature and were decalcified in 0.5 M EDTA for 30–90 days and then embedded in paraffin. Serial sections were taken at 4 μm thickness and stained with H&E or Masson trichrome staining.

### Cell culture and compounds

The 293T, HepG2 and HCT116 cells were maintained in DMEM (Macgene Tech) supplemented with 10% FBS (Kang Yuan Biol) and 1% penicillin–streptomycin (Macgene Tech). PLC/PR/F5 cells were cultured in RPMI-1640 (Macgene Tech) supplemented with 10% FBS (Kang Yuan Biol) and 1% penicillin–streptomycin (Macgene Tech). PC12 cells were cultured in RPMI-1640 (Macgene Tech) supplemented with 10% horse serum (Kang Yuan Biol), 5% FBS (Kang Yuan Biol) and 1% penicillin–streptomycin (Macgene Tech). All cells were incubated with 5% CO_2_ at 37 °C.

### Constructs

The plasmids expressing HBB and HBA protein in pQCXIP–eGFP or pQCXIP–mCherry were constructed in this study. The *Hbb* and *Hba* cDNAs were synthesized at Beijing Genomics Institute (Beijing, China). The WT *Hbb* and *Hba* and their mutants were cloned into pQCXIP–eGFP or pQCXIP–mCherry through seamless homologous recombination. pBABE–CAAX–mCherry is maintained in the laboratory. Construction details are shown as Supplementary Table 4.

### Plasmid transfection

For plasmid transfection, about 3 × 10^5^ cells were plated per well in 12-well plate precoated with type I collagen (354236, BD Bioscience) and cultured for 12 h. Cells were then transfected with the respective constructs by Lipofectamine 2000 reagent (11668019, Thermo Fisher Scientific) following the protocol provided.

### Quantification of HBB–eGFP foci

Wide-field imaging was performed on cells plated in glass bottom plate (Nest Biotechnology) 24 h after transfection as previously described^62^. The Nikon Ti-E microscope equipped with motorized stage and Neo Vacuum cooled Scientific CMOS Camera (Andor Technology) was used. Images were collected using ×10 or ×20 Apo objective lens with 15-ms exposure for differential interference contrast channel and 150-ms exposure for FITC channel. The number of cells expressing green fluorescence was counted as the denominator, and the number of foci-positive cells was counted as the numerator.

### Timelapse imaging

Cells were grown on a 15-mm glass bottom dish (Nest) and images were taken with the Ultraview Vox confocal system (Volocity 6.3.00, Perkin Elmer) system using a ×60 oil objective. For experiments of fusion of two HBB–eGFP foci, cells were imaged every 5 min, 24 h after transfection.

### Fluorescence recovery after photobleaching

Fluorescence recovery after photobleaching (FRAP) assay was conducted using the FRAP module of the Nikon confocal microscopy system. The HBB–eGFP was bleached using a 488-nm laser beam. Bleaching was focused on a circular region of interest using 100% laser power and timelapse images were collected. Fluorescence intensity was measured using Nikon confocal microscopy system (NIS Elements AR 4.50.00). Values are reported as ratios relative to pre-bleaching time points. GraphPad Prism is used to plot and analyse the FRAP results.

### Determination of oxygen dissociation curve and P50

The blood was collected by retro-orbital puncture into a blood collection tube (BD Vacutainer), centrifuged for 15 min at 400*g* to remove the supernatant, and WT and *Hbb*-cKO chondrocytes were obtained and as described above. RBCs containing 3 mg haemoglobin and 1 × 10^7^ chondrocytes diluted in 4 ml of BLOODOX-Solution buffer were mixed with 20 μl BSA (Thermo Fisher Scientific) and 20 μl of anti-foaming agent (Sigma Aldrich). Oxygenation-dissociation analyser (BLOODOX-2018 Analyser, Softron Biotechnology) was used to determinate the oxygen dissociation curves. The sample buffer was drawn into a cuvette, equilibrated and brought to 37 °C, and oxygenated to 100% with air at the same time. After adjustment of the *p*O_2_ (oxygen partial pressure) value, the sample was deoxygenated with nitrogen. A Clark oxygen electrode was used to detect changes of oxygen tension during the deoxygenation process on the *x* axis of an *x*–*y* recorder, whereas the deoxyhaemoglobin fraction was simultaneously monitored by dual-wavelength spectrophotometry at 560 nm and 570 nm, and displayed on the *y* axis. Finally, the oxygen dissociation curve (ODC) was automatically recorded on graph paper, and the P50 value was extrapolated on the *x* axis as the point at which O_2_ saturation is 50%.

BLOODOX-Solution buffer includes 130 mM NaCl (Chinese Medicine Group Chemical Agent), 30 mM TES (Sigma Aldrich) and 5 mM KCl (Chinese Medicine Group Chemical Agent) at pH 7.4 ± 0.01.

### Extraction of Hedy consisting of HBA and HBB

About 2 × 10^7^ 293T cells were plated in a 150-mm dish precoated with type I collagen (354236, BD Bioscience) and cultured for 12 h. pQCXIP–HBA1–mCherry and pQCXIP–HBB–eGFP were co-transfected into 293T cells with a ratio of 1:8. The culture medium was removed 48 h after transfection, followed by digesting the cells and bursting them with 10 ml ddH_2_o for 20 min at 4 °C. Then, the samples were centrifuged for 15 min at 3,000*g* to remove the supernatant and resuspend with 4 ml of PBS with protease inhibitor cocktail (CW2200S, CWBIO). RBCs were obtained as described above.

### Hypoxia rescue by a nested co-culture

To explore whether Hedy could function as a source of oxygen under hypoxic conditions, a nested co-culture assay was developed. In brief, the hypoxia-sensitive PC12 cells were plated as hypoxia reporter cells in a 15-mm dish (Nest) precoated with type I collagen (354236, BD Bioscience) which was fixed inside a 35-mm dish (Nest) by acetone. Haemoglobin condensates of 4 ml or 5 × 10^7^ RBCs were added into the 35-mm dish. The 35-mm dish was then sealed with plastic film and PARAFILM (Bemis) for 24 h. Subsequently, total RNA from PC12 cells was extracted for quantitative analysis by RT–qPCR with two pairs of primers: β-actin-F: GATCAAGATCATTGCTCCTCCTGA; β-actin-R: CAGCTCAGTAACAGTCCGCC; HIF1α-F: CCAGATTCAAGATCAGCCAGCA; HIF1α-R: GCTGTCCACATCAAAGCGTACTCA.

### RBC counts and haemoglobin analysis

Peripheral blood (20 µl) from each mouse born at 5 days (P5) was used for routine testing. Whole blood was collected by retro-orbital puncture into heparinized glass capillary tubes. RBC counts and haemoglobin concentration were performed by an automatic blood analyser (XP-100, Sysmex Corporation) and its application software (XT2000i1800i IPU).

### Analysis of total ROS

Primary chondrocytes were used to quantify total reactive oxygen species (ROS) accumulation with a ROS assay kit (Cayman Chemicals) according to the manufacturer’s instructions. After a brief trypsinization with Trypsin-EDTA (0.05%) at 37 °C, cells were incubated in the dark with 5 mM dihydroethidium probe for 30 min at 37 °C. Thereafter, cells were washed twice with ROS staining buffer. Flow cytometry was performed with a flow cytometer (Coulter-XL). EXPO32 ADC software was used for analysis.

### Analysis of mitochondrial ROS

According to the manufacturer’s instructions, the mitochondrial ROS accumulation was performed with a MitoSOXassay kit (Invitrogen). In brief, isolated and cultured primary chondrocytes were incubated with 5 mM MitoSOX probe for 20 min at 37 °C in the dark. After a brief trypsinization with Trypsin-EDTA (0.05%) at 37 °C, cells were washed twice with FACS buffer (1× DPBS + 5% FBS), and flow cytometry was performed with a flow cytometer (Coulter-XL). EXPO32 ADC software was used for analysis.

### Measurements of intracellular ATP and ADP

After tamoxifen treatment for 3 days, cartilages from growth plates of P5 *Hbb*^*F/F*^ (control) or *Hbb*^*F/F*^/*Col2a1- Cre*^ERT2^ (*Hbb*-cKO) were collected and immediately quenched by liquid nitrogen. Upon evaporation of the liquid nitrogen, the cartilage were stored at −80 °C. Samples were analysed by LC–MS as described above.

### Counting of dead cells in vitro

Primary chondrocytes isolated from P5 *Hbb*^*F/F*^ (control) or *Hbb*-cKO mice were cultured in vitro. After a brief trypsinization with Trypsin-EDTA (0.05%) and staining with Trypan blue, the number of alive and dead cells was counted.

### Hypoxia rescue by intracellular expression of haemoglobin

To further explore whether Hedies in cells could function as a source of oxygen under a hypoxic condition, intracellular expression of haemoglobin and cell culture in confined spaced were developed. In brief, the 1 × 10^5^ ATDC5 cells (ECACC) were plated in a 35-mm dish (Nest) and cultured for 12 h. Plasmids pQCXIP–HBA1–mCherry and pQCXIP–HBB–eGFP were co-transfected into 293T cells with a ratio of 1:8 (total was 900 ng) by Lipofectamine 2000 reagent (11668019, Thermo Fisher Scientific). Twenty-four hours after transfection, the growth medium was replaced with fresh culture medium pre-treated in 1% O_2_ for 4 h. Immediately after, dishes were sealed with plastic film and PARAFILM (Bemis) for 2 h. Then, cells were fixed by 4% paraformaldehyde and stained with the antibody HIF1α (1:500, 36169, CST). Secondary antibodies were applied for 1 h followed by three 10-min washes with PBS followed by mounting with Antifade reagent with DAPI (Invitrogen). To detect the HIF1α signal, the Nikon Ti-E microscope equipped with motorized stage and a Neo Vacuum cooled Scientific CMOS Camera (Andor Technology) was used. Images were collected using ×60 Apo objective lens with DAPI, Cy3, Cy5 and FITC channel. Intensities of the HIF1α signal in the nucleus were entirely quantified, and the mean intensity value of haemoglobin foci-negative cells was counted as the denominator to normalized individual values.

### Immunofluorescence of lipid and RNA in mouse cartilage tissues and cells

The excised cartilage tissues from mice were snap frozen in liquid nitrogen and placed into OCT compound (Sakura Finetechnical) and snap-frozen again. Frozen tissue sections (6 μm thick) were obtained using a Leica cryostat (Leica).

For detecting exogenous haemoglobin bodies, about 3 × 10^5^ PLC/PR/F5 cells were plated per well in 12-well plates precoated with type I collagen (354236, BD Bioscience) and cultured for 12 h. Cells were then transfected with the pQCXIP–HBB by Lipofectamine 2000 reagent (11668019, Thermo Fisher Scientific), and 6 h later, replaced with fresh culture medium. Twenty-four hours after transfection, cells were fixed with 4% paraformaldehyde.

All the samples were fixed with 4% paraformaldehyde for 15 min and blocked with 5% BSA for 30 min, and were incubated with the antibody HBB (1:50; PA5-60287, Invitrogen) and BODIPY (1:1,000; D3822, Thermo Fisher) labelling lipid or StrandBrite RNA Green (1:500; 23170, AAT Bioques) labelling RNA in a humidified box for 1 h, followed by three 10-min washes with PBS. Secondary antibodies were applied for 1 h, followed by three 10-min washes with PBS, mounted with Antifade reagent with DAPI (Invitrogen). A Nikon Ti-E microscope equipped with a motorized stage and Neo Vacuum cooled Scientific CMOS Camera (Andor Technology) was used. Images were collected using ×60 Apo objective lens with DAPI, Cy3 and FITC channel.

### Liquid–liquid phase separation assay in vitro

In vitro liquid phase separation assay was performed using phase buffer (150 mM KH_2_PO_4_/K_2_HPO_4_ (7778-77-0/7758-11-4, Solarbio) pH 7.35, PEG2000 (25322-68-3, Solarbio) 10%(w/v)) and recombinant haemoglobin α1 (RPD090Mu01, Cloud Clone), recombinant haemoglobin-β (RPD098Mu01, Cloud Clone).

For condition optimization, HBB protein was dissolved in ddH_2_O to the concentration of 1 mg μl^−1^, then diluted into final concentrations: 62.5, 125, 250 and 500 ng μl^−1^ with ddH_2_O and buffer (300 mM KH_2_PO_4_/K_2_HPO_4_, pH 7.35, and PEG2000 variable). The mixtures were spotted on a glass slide and sealed with coverslips. The slides were then imaged with the Nikon Ti-E microscope. Images were collected using ×60 Apo objective lens.

The concentration of HBB protein was 1 mg μl^−1^ for PEG titration experiment in vitro. The concentrations of HBB and HBA protein were 0.5 mg μl^−1^ for droplet formation in vitro. The concentrations of HBB IDR mutants were 1 mg μl^−1^ for droplet formation in vitro. All the recombinant proteins were purchased from Detai Bioscience. Buffer (150 mM KH_2_PO_4_/K_2_HPO_4_, pH 7.35, and PEG2000 10%) was used in all experiments except for the PEG titration experiment.

HBB–eGFP recombinant protein was purified by Solarbio Clone, powder was dissolved in H_2_O to the concentration of 1 mg μl^−1^, and then diluted into final concentrations: 500 ng μl^−1^ with LLPS buffer (300 mM KH_2_PO_4_/K_2_HPO_4_, pH 7.35, and PEG2000 20%) and was detected with FITC channel.

### Western analysis for exogenous HBB and its mutant expression

For plasmid transfection, about 6 × 10^5^ 293T cells were plated per well in a six-well plate precoated with type I collagen (354236, BD Bioscience) and cultured for 12 h. Cells were then transfected with the same dose-respective constructs by Lipofectamine 2000 reagent (11668019, Thermo Fisher Scientific), and 6 h later, replaced with fresh culture medium. Twenty-four hours after transfection, the cells were washed three times in 0.1 M cold PBS, then, lysed into RIPA buffer containing protease inhibitor cocktails (Roche) and fragmented by sonication. Details of the western blotting method are as previously described. Antibody (1:1,000; 2555, CST) to GFP was used to recognize eGFP-tagged HBB and its mutants.

### Correlative light electron microscopy

For plasmid transfection, about 3 × 10^5^ HepG2 cells were plated per well in a 12-well plate precoated with type I collagen (354236, BD Bioscience) and cultured for 12 h. Cells were then transfected with the *Hbb*–eGFP expression vector by Lipofectamine 2000 reagent (11668019, Thermo Fisher Scientific) following the protocol provided. Twelve hours after transfection, cells were cultured on glass bottom Grid-500 dishes (81168, ibidi). Thirty-six hours after transfection, the cells were fixed with 2% paraformaldehyde (16005, Sigma) in 0.15 M PBS buffer pH 7.35 for 30 min at room temperature. Once the cells with the condensates were found, their positions on the grid were documented by switching from fluorescence to differential interference contrast mode. After fluorescence imaging, the selected areas with positive cells were marked to facilitate the processing of electron microscopy. After observation with a confocal microscope (Zeiss LSM 980) and image processing with accompanying software (ZEN 3.6095.01), the samples were post-fixed in 2.5% glutaraldehyde (25% glutaraldehyde ampules; 111-30-8, SPI) in 0.1 M phosphate buffer pH 7.4 at 4 °C overnight. After washing with phosphate buffer two times and ddH_2_O two times, the samples were fixed with 1% OsO_4_ (w/v) and 1.5% (w/v) potassium ferricyanide aqueous solution at 4 °C for 1.5 h, followed by sequential washing with ddH_2_O (three times). The samples were then stained with 2% UA for 1 h, followed by washing with ddH_2_O three times. Then, the samples were dehydrated by incubating with ethanol (30, 50, 70, 80, 90 and 100% two times), followed by incubation with acetone two times. After hydration, the samples were subjected to infiltration and embedding step, in which samples were infiltrated with SPI-PON812 resin (SPI) as follows: 3:1, 1:1 and 1:3 acetone:resin and 100% resin two times, followed by samples being embedded and polymerized with resin for 48 h at 60 °C. Eventually, the serial ultrathin sections (100 nm thick) were formed using the ultramicrotome (UC7, Leica) with the AutoCUTS (Zhenjiang Lehua Technology) device, then double-stained by uranyl acetate and lead citrate. The serial sections were finally automatically acquired by a Helios Nanolab 600i dual-beam SEM (Thermo Fisher) with an automated imaging software (AutoSEE 1.58).

### Statistical analysis

Quantitative data presented as bar plots show mean ± s.e.m. as well as individual data points where appropriate, with each point representing a biological replicate. Statistical analyses were performed using GraphPad Prism 8.0.1. An unpaired two-tailed Student’s *t*-test was used to determine significance between two groups of normally distributed data. For comparisons between multiple groups with one fixed factor, an ordinary one-way analysis of variance (ANOVA) was used, followed by Dunnett. One-way ANOVA followed Bonferroni’s multiple comparison test was used to compare the multiple groups to a single control group, using and comparing each cell mean with the control cell mean. In cases in which more than one comparison has the same statistical range, values are listed as they appear from left to right in the corresponding panel. Exact sample sizes, statistical tests and *P* values can be found in the figure legends and/or source data. For all data, differences were considered significant when *P* < 0.05. At least three biological replicates were performed for all in vivo experiments.

For non-quantitative data (micrographs, western blots and so on), findings were reproduced at least three times by replicating the experiments and/or cross-validating with orthogonal approaches, and representative results are shown.

### Statistics and reproducibility

At least three biological replicates were performed for all in vivo experiments, and most in vitro experiments were repeated at least three times. For non-quantitative data (micrographs, western blots and so on), findings were reproduced at least three times by replicating the experiments and/or cross-validating with orthogonal approaches, and representative results are shown. Details of each exact number of replicates are provided in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-023-06611-6.

## Supplementary information

Supplementary Figures This file contains Supplementary Figures 1–14.

Reporting Summary

Peer Review File

Supplementary Table 1 Microdissection sample mass spectrometry.

Supplementary Table 2 SDS-PAGE sample mass spectrometry.

Supplementary Table 3 Oligonucleotides.

Supplementary Table 4 Construct information.

Supplementary Video 1 The neonatal mice with homozygous *Hbb* conditional knockout by *Col2a1-Cre*. Newborn *Hbb*-cKO mice died with purplish skin after birth.

Supplementary Data Supplementary Figure 4 This file contains source data for Supplementary Figure 4.

Supplementary Data Supplementary Figure 6 This file contains source data for Supplementary Figure 6.

Supplementary Data Supplementary Figure 7 This file contains source data for Supplementary Figure 7.

Supplementary Data Supplementary Figure 9 This file contains source data for Supplementary Figure 9.

Supplementary Data Supplementary Figure 10 This file contains source data for Supplementary Figure 10.

Supplementary Data Supplementary Figure 11 This file contains source data for Supplementary Figure 11.

Supplementary Data Supplementary Figure 13 This file contains source data for Supplementary Figure 13.

Supplementary Data Supplementary Figure 14 This file contains source data for Supplementary Figure 14.

## Source data

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Extended Data Fig. 5

Source Data Extended Data Fig. 6

Source Data Extended Data Fig. 7

Source Data Extended Data Fig. 8

Source Data Extended Data Fig. 9

Source Data Extended Data Fig. 10

Source Data Extended Data Fig. 11

Source Data Extended Data Fig. 12

## Data Availability

RNA-seq data of the present study have been deposited in the NCBI Gene Expression Omnibus with the accession code GSE182640. Bioinformatics analysis of the H3K4me3 modification region was performed on the Cistrome Data Browser (http://cistrome.org/db/#/). Histone methylation data were from work done by Ohba et al. (10.1016/j.celrep.2015.06.013). Data of microdissection sample mass spectrometry, SDS–PAGE sample mass spectrometry, oligonucleotides and construct information have been deposited in supplementary tables. Source data are provided with this paper.

# Supplementary material for: An extra-erythrocyte role of haemoglobin body in chondrocyte hypoxia adaption
**Source:** Nature. 2023 Oct 4;622(7984):834–41. doi: 10.1038/s41586-023-06611-6
**Supplement:** Supplementary file 6 — Oligonucleotides.

**Table S3 Oligonucleotides**

| *Primers used for recombination ratio* | | |
| --- | --- | --- |
| *Hbb*-flox | CTTGGACCCAGCGGTACTTT | ATGCAGCTTGTCACAGTGGA |
| *Hba-/-* | TTCCCCACCACCAAGACCTA | AAGTTGACGGGATCCACACG |
| *Hbb-/-* | CTTGGACCCAGCGGTACTTT | ATGCAGCTTGTCACAGTGGA |
| *Hif-1α-flox* | GATCTCGGCGAAGCAAAGAGT | CACATTGTGGGGAAGTGGCAA |
| *Hif-2α-flox* | GCTCAGAGCTGAGGAAGGAG | ATGGAGGCTTTGTCCAGGTG |
| *Klf1-flox* | GAGGAGACGCAGGATTTGGG | CGGAAGGGTCCTCCGATTTC |
| *Hprt-internal reference* | TTGACCCGACTGATGGTTCC | CCAGCAAGAAGTGTCACCGT |
| *β2-Microglobulin* | TCATTAGGGAGGAGCCAATG | ATCCCCTTTCGTTTTTGCTT |

# Supplementary material for: An extra-erythrocyte role of haemoglobin body in chondrocyte hypoxia adaption
**Source:** Nature. 2023 Oct 4;622(7984):834–41. doi: 10.1038/s41586-023-06611-6
**Supplement:** Supplementary file 7 — Construct information.

**Table S4 construct information**

| No. | **Plasmid Name** | **Vector** | **Site** | **DNA** | **Primer** | **Primer Sequence (5'→3')** |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | pQCXIP-*Hbb*-EGFP | pQCXIP-EGFP | XhoI | Hbb | Hbb-PQC-F | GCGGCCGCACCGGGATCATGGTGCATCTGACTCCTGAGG |
|  |  |  | Age I |  | Hbb-EGFP-R | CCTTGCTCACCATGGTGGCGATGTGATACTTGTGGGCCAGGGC |
| 2 | pQCXIP-*Hba1*-mCh | pQCXIP-mCherry | XhoI | Hba1 | Hba-PQC-F | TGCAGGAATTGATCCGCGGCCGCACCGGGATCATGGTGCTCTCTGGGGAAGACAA |
|  |  |  | Age I |  | Hba-mCh-R | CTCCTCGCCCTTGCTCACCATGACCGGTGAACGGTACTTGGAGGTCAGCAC |
|  |  |  | Age I | ∆N-2 | Hbb-EGFP-R | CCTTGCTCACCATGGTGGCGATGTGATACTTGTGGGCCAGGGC |
| 4 | pQCXIP-*Hbb*(∆C)-EGFP | pQCXIP-EGFP | XhoI | ∆C-1 | PQC-F | AGCTCGTTTAGTGAACCGTCAGATCG |
|  |  |  | Age I | ∆C-2 | hbb-D4-R | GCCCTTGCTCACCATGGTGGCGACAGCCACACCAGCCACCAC |
|  |  |  | Age I | ∆N&∆C-2 | hbb-D4-R | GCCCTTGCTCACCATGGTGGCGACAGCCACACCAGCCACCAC |
| 6 | pQCXIP-*Hbb*(A139P)-EGFP | pQCXIP-EGFP | XhoI | A139P-1 | PQC-F | AGCTCGTTTAGTGAACCGTCAGATCG |
|  |  |  |  |  | Hbb-B-R | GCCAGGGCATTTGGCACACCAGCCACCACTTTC |
|  |  |  | Age I | A139P-2 | Hbb-B-F | CCAAATGCCCTGGCCCACAAGTATC |
|  |  |  |  |  | Hbb-EGFP-R | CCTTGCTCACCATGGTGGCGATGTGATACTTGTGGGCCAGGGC |
| 7 | pQCXIP-*Hbb* | pQCXIP-EGFP | XhoI | HBB | PQC-F | AGCTCGTTTAGTGAACCGTCAGATCG |
|  |  |  | Mfe I |  | hbb-T-PQC-R | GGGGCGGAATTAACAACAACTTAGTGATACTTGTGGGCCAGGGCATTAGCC |
| 8 | pQCXIP-*Hbb*-EGFP  (Optimized codon for *E. coli*) | PET-24(+) | NdeI | Hbb-EGFP-O | HBB-PET-F | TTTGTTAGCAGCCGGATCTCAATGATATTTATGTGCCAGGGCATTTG |
|  |  |  | XhoI |  | HBB-PET-R | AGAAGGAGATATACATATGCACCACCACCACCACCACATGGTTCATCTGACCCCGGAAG |

How the deposited data were processed for this re-analysis (not part of the article)

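RNA sequencing of knee joint cartilage from mice at postnatal day 6 was analysed, with 3 WT and 3 *Hbb*-cKO libraries. The authors deposited 1 table of counts per gene, which are whole numbers and were not normalized. The submitters' processing notes name CASAVA 1.8, fastp 0.19.5, HISAT2 2.1.0, StringTie and edgeR, without a version for the last 2. Their settings, the genome build and the strand setting are not given in the sources used here. The gene positions in the table matched GENCODE M21 on GRCm38 for 99.4% of the identifiers found there. The paper's statistics section names a t-test for comparisons of 2 groups in general and its text names no test for the sequencing data. The authors also mention edgeR in the processing notes, but fold changes or p-values of theirs were not used here.

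Libraries were grouped by the genotype in the sample labels, and the number in each title was read as the replicate number. Library totals ranged from 16544800 to 17475496 counts in WT and from 17405688 to 20969914 in *Hbb*-cKO. Counts of any 2 libraries differed by more than sampling noise, with a chi-square of 22.4 to 60.9 per gene over the 15 pairs, so that each was kept as a replicate. Of the 55487 genes, 31373 had a count and 17175 passed the filter of edgeR (minimum count 10 and minimum total 15, by group). TMM factors, a quasi-likelihood fit with robust dispersions and Benjamini-Hochberg adjustment were used in edgeR 4.0.16 on R 4.3.3, with a threshold of 0.05. Log2 CPM used a prior count of 2. *Hbb-bs* and *Hbb-bt*, and *Hba-a1* and *Hba-a2*, were also entered as sums, because reads can be shared between the copies. Single values were compared by exact permutation tests.

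Before the data were examined, 28 lists of pathways, cell types and genes named in the paper were fixed, and the 26 with at least 5 tested members were tested by camera in limma 3.58.1 with a preset correlation of 0.01. The genes named in the text were set by a rule written at the same time. It took every gene the paper names, up to 10 genes with the largest rise and 10 with the largest fall among those past the threshold with a mean log2 CPM of at least 1 and groups that do not overlap, without predicted genes, and up to 4 genes per list with the smallest adjusted p. It named 142 genes, of which 137 were tested and 12 passed the threshold. The alternatives fixed before the data were examined were DESeq2 1.42.0, RLE factors, TMM factors without globin genes, 2 other filters, a replicate block, other thresholds, other list tests and leaving out each library. Covariates for Y-linked expression, the neutrophil list and the skeletal muscle list, and globin counts divided by transcript length, were added after the data were seen. Values of FPKM or TPM were not analysed here, so the planned tests on such units were not run.

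The tests were checked on simulated counts of 17175 genes for 3 libraries against 3, drawn from the means, library sizes and dispersions of these data. edgeR recovered 1 of 50 genes changed 1.5-fold, 16 of 50 changed 2-fold, 44 of 50 changed 4-fold and 48 of 50 changed 8-fold, with 12 false calls, which were 9.92% of its calls. DESeq2 recovered 5, 25, 47 and 50 of 50 at the same folds, with 39 false calls, which were 23.5% of its calls. A simulated list of 15 genes raised 1.5-fold was called by limma's camera, as were 3 of 200 unchanged lists. The simulation took in no correlation between genes. In the real data, the estimated correlation of the 8 called lists ran from -0.0768 (hypertrophic chondrocytes) to 0.783 (neutrophil lineage). The check therefore cannot show how often camera calls unchanged lists of correlated genes. At this depth and number of libraries, changes of 2-fold or less in single genes were therefore mostly out of reach of edgeR. The floors quoted cover counting error only, and the intervals quoted measure the spread between libraries.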

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

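The paper's text does not report the comparison of the *Hbb*-cKO and WT transcriptomes, and the results here are signals in data that its text did not discuss. The tests of explanations, apart from the splits of the libraries, were chosen after the results were seen. In edgeR, 18 genes passed the threshold between *Hbb*-cKO and WT. Of the 10 ways to split the 6 libraries into 3 and 3, 1 gave a count that large, the real one, and the highest other count was 5, in a design too small for a share under 0.05.

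The clearest pattern among the 18 genes was that several were nearly absent in 1 genotype or lay close together. The tested genes of the chromosome 14 segment, whose bounds were set around these genes, had a median log2 fold change of -2.41. *Ifi202b* was at 6.92 CPM in *Hbb*-cKO and at 0 in every WT library, and *Amd1* had a log2 fold change of 4.27. *H2-Q1* on chromosome 17 was at 0 in every *Hbb*-cKO library and at 4.99 CPM in WT. *Gm1110* on chromosome 9 was at 0.0536 CPM in *Hbb*-cKO and 2.45 CPM in WT. As background, *Ifi202b* is scarcely expressed in C57BL/6 mice and is expressed in several other strains. The paper's text gives a C57BL/6J background for the floxed *Hbb* mice and none for the Cre lines. DNA of another strain around the targeted *Hbb* genes could not account for these genes, as 0 of the genes past the threshold lay within 20 Mb of *Hbb-bs*, where 301 genes were tested. The sex of the mice was also argued against, since with Y-linked expression as a covariate the log2 fold changes of the 18 genes were 0.948 times those without it in the median. A difference in DNA copy number or in strain at the chromosome 14 segment remains a candidate explanation that the data could not settle. The 2 tested genes of the segment that did not pass the threshold moved apart, with *Plac9b* at -2.56 and *Gm2260* at -0.32 (median -1.44), the copies can share reads, and an effect of *Hbb* loss on the segment was not tested. A difference in strain elsewhere in the genome was not tested either. It would bear on every comparison of the genotypes here, so that no single change can be assigned to *Hbb* loss.

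The proliferation list had a median log2 fold change of 0.55 in *Hbb*-cKO, a call of camera that was lost with an estimated correlation (adjusted p = 0.60). Less skeletal muscle in the *Hbb*-cKO libraries was argued against as the whole cause, since with the muscle score as a covariate the mean log2 CPM of the list was still higher by 0.517 (95% interval from 0.243 to 0.791), against 0.593 without it. More marrow cells of the neutrophil lineage could not be excluded, as with the neutrophil score as a covariate the difference was 0.542 with a 95% interval from -0.117 to 1.20. Other cycling cells, such as erythroid precursors or cells of the growth plate, were not tested and stay open, as does an effect of the deletion. Over its 15 alternatives, the adjusted p of this list ran from 7.45e-16 to 0.60. The 8 lists past the threshold in the real split were equalled or exceeded in 7 of the 10 splits, the real one included. Up to 13 lists passed in another split, so camera with its preset correlation also called lists between groups that mixed the genotypes. Whether the preset correlation caused these calls was not tested.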

How the results depend on the processing

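The direction of the globin sums and of both HBA to HBB ratios held in every alternative run, but the number of genes called did not. Against 18 genes in edgeR, DESeq2 called 249 (128 rose and 121 fell, the 18 among them), a fit without a filter on low counts 60, an adjusted p under 0.1 gave 41 and a test against a 1.5-fold change (glmTreat) gave 6. With Y-linked expression as a covariate, added after the data were seen, it was 48, of which 11 were among the 18. Of the named genes, 12 passed in edgeR, 36 in DESeq2 and 6 with the covariate. Without each library in turn, the number of genes ranged from 1 (without WT replicate 1) to 39 (without WT replicate 3), and that of named genes from 1 to 17. The cause was not tested, although leaving out a library leaves 5. The replicate numbers gave no sign of pairing, as none of the 6 libraries correlated best with its own number and the correlations of same-numbered libraries ran from -0.11 to -0.03. With 3 libraries per group, this check cannot exclude that the libraries were paired. With the replicate block, 4 genes and 3 named genes passed. The log2 fold change of the *Hbb* sum was -1.30 and that of the *Hba* sum -1.31 in DESeq2, which called both, and -1.22 and -1.19 with the replicate block. Without each library, they ranged from -1.58 to -0.98 for *Hbb* and from -1.66 to -0.93 for *Hba*. Y-linked expression as a covariate gave -0.64 and -0.43. The HBA to HBB ratio without each library ranged from 1.03 to 1.15 in WT and from 1.07 to 1.10 in *Hbb*-cKO, and was 1.06 and 1.08 after division by transcript length. Of 26 lists, camera called 8, but 0 with an estimated correlation. One-way fry called 1 list and mixed fry 5, the muscle score as a covariate left 5, and leaving out a library gave 5 to 12. The interferon list reversed to a median of 0.25 with Y-linked expression as a covariate, and the cause was not tested. Of the WT libraries, only replicate 3 held Y-linked counts, and its mean log2 CPM of that list, -0.75 from the WT mean, was the lowest. Among the single genes followed, 317 alternatives kept the side of the threshold, 83 lost the call and 25 gained it, and none reversed. Among the 8 lists that passed, 82 kept it, 37 lost it and 1 reversed. Tests on FPKM or TPM were not run. With 3 libraries per group, single genes changed 2-fold or less were mostly out of reach of edgeR in simulated counts.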

Differences from the paper's values

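The paper's relative mRNA levels come from RT-qPCR, so the values below compare different assays, and whether the same mice were used, and the age and tissue of the RT-qPCR samples, is not given in the sources used here. The paper's text cites panels g to j of Extended Data Fig. 11 for an experiment with added pressure, and the source data of panel j name only control and *Hbb*-cKO, so its samples can be unlike the P6 cartilage analysed here. A value is said to differ from the paper's where the gap between them exceeds the larger of the SD of the paper's and that of the value here, and one is more than 1.5 times the other. The values of the paper were computed from its source data as the mean of *Hbb*-cKO over the mean of control, with an SD carried over from both groups. For *Hbb*, Extended Data Fig. 9b gives the paper's value of 0.128 ± 0.120. The paper's value from Extended Data Fig. 11c is 0.147 ± 0.0948, and its value from Extended Data Fig. 11j is 0.18 ± 0.0474. In the libraries analysed here, the level of *Hbb-bs* and *Hbb-bt* in *Hbb*-cKO was 0.405 ± 0.175 (SD) of that in WT. All 10 alternatives set before the data were examined, with values from 0.334 to 0.507, also differ from the first 2 of these, and 9 of the 10 from that of Extended Data Fig. 11j, the exception being the fit without WT replicate 3. For *Hif1a*, the paper's value is 2.30 ± 0.401 in Extended Data Fig. 11j and the value here was 1.10 ± 0.243 (SD), with an adjusted p of 0.845 in edgeR. It ran from 1.00 to 1.21 over 12 such alternatives, each of which differs from the paper's. The paper's value for *Hif2a* (*Epas1*) in the same panel does not differ from the value here by these criteria, with the same limit on how alike the samples are.

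The paper's text states that the transcripts and proteins of the 2 haemoglobin subunits were not equally expressed, without a value for the transcripts. In the WT libraries analysed here, the ratio of HBA to HBB counts was 1.07 ± 0.133 (SD, n = 3), with each library between 0.919 and 1.16. The paper also states that *Hbb*-cKO raised hypoxia, HIF signalling and glycolysis, from other assays. In these libraries, the medians of the hypoxia response and glycolysis lists were 0.00 and 0.01 on the log2 scale (adjusted p = 0.838 and 0.857 in camera).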

Other observations

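All tests of explanations in this part were chosen after the results were seen. None of the 27 tested genes of the hypoxia response list passed between *Hbb*-cKO and WT in edgeR or DESeq2, and 4 had an unadjusted p under 0.05. The list's members went both ways, 15 up and 12 down, with *Adm* at a log2 fold change of 0.68 (adjusted p = 0.228 in edgeR), *Bnip3l* at -0.31 and *Egln3* at -0.85. *Hif1a* was at 135 ± 15.4 CPM in *Hbb*-cKO and 123 ± 7.02 CPM in WT, and *Epas1* at 95.6 ± 1.82 and 87.7 ± 5.86 CPM (n = 3 each). Of the glycolysis genes, *Aldoa*, the aldolase of muscle, had a log2 fold change of -0.51 and the hexokinase *Hk1* one of 0.27. None of them passed in edgeR or DESeq2, and 2 had an unadjusted p under 0.05. Of 18 tested genes of cell death, none passed in edgeR or DESeq2 and 4 had an unadjusted p under 0.05. These were *Cdkn1a* at -0.53, *Bax* at -0.41, *Bbc3* at -0.38 and *Trp53* at 0.31 (adjusted p of the list 0.582 in camera). Changes too small to be detected with 3 libraries per group are not excluded.

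The cartilage matrix list had a median log2 fold change of -0.00 (adjusted p = 0.250 in camera), and *Col2a1* was at 25986 ± 7880 CPM in *Hbb*-cKO. Only *Chad*, which encodes a matrix protein of cartilage, fell when adjusted over the list alone, with a log2 fold change of -0.93 (239 ± 22.6 CPM in WT and 125 ± 16.8 CPM in *Hbb*-cKO). Over all genes, *Chad* passed in 1 of 13 alternatives, DESeq2 (adjusted p = 0.0048). The mean log2 CPM of the whole cartilage list, set to 0 at the WT mean, was -1.11, 0.50 and -0.05 in *Hbb*-cKO replicates 1, 2 and 3. *Krt5*, a keratin of basal epithelial cells, was at 9.85 ± 0.353 CPM in *Hbb*-cKO and 3.24 ± 0.571 CPM in WT (log2 fold change 1.60, adjusted p = 0.0732 in edgeR). It passed in 3 of 13 alternatives, DESeq2 among them (adjusted p = 1.98e-06). However, the keratinocyte list had a median of -0.18 with 2 genes higher and 4 lower, among them *Sfn* at -1.07 and *Lor* at -0.32. Myoglobin, encoded by *Mb*, was at 52.3 ± 0.726 and 80.8 ± 6.56 CPM, a log2 fold change of -0.63 (adjusted p = 0.169 in edgeR). It fell when adjusted over the list of other globins alone, and DESeq2 called 1 of the 3 tested genes of that list. The skeletal muscle list was also lower, with a median of -0.32, 15 genes lower and 5 higher (adjusted p = 0.0676 in camera). The list's mean log2 CPM, set to 0 at the WT mean, was -0.31, -0.14 and 0.44 in WT replicates 1, 2 and 3. It was -0.03, -0.18 and -0.24 in *Hbb*-cKO, so only WT replicate 3 exceeded every *Hbb*-cKO library. *Mb* was at 70.7, 78.7 and 93.1 CPM in WT and at 50.9 to 53.3 CPM in *Hbb*-cKO. The muscle score therefore did not separate the genotypes as *Mb* did. Whether less muscle RNA accounts for part of the lower *Mb* was not tested. The 18 lists that did not pass in camera had adjusted p from 0.0621 to 0.857.

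In *Hbb*-cKO, the α-globin transcripts were lower by about as much as the β-globin transcripts. Loss of the *Hbb* transcripts alone is argued against, as it would raise the log2 ratio of HBA to HBB counts by the size of the *Hbb* difference, and that ratio was only 0.0324 higher than in WT (standard error 0.112). Less RNA from reticulocytes in the *Hbb*-cKO libraries is a candidate explanation that stays open. The 5 most abundant erythroid genes other than globins had a median log2 fold change of -0.40, but moved apart, from -1.60 for *Alas2* to 0.08 for *Ank1*, and over the whole erythroid list 13 genes were higher and 9 lower (median 0.06, mean 0.11, and downward in camera with adjusted p = 0.723). A joint loss of both globins in chondrocytes of *Hbb*-cKO mice, and the sex of the mice, could not be separated from this. With Y-linked expression as a covariate, the *Hbb* log2 fold change went from -1.30 to -0.64. However, every *Hbb*-cKO library held Y-linked counts and WT replicates 1 and 2 held none. The covariate thus largely follows the genotype, and this shift cannot show an effect of sex.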
